# TGFβ signaling limits lineage plasticity in prostate cancer

**DOI:** 10.1371/journal.pgen.1007409

**Published:** 2018-05-21

**Authors:** Yi Hao, Glen A. Bjerke, Karolina Pietrzak, Tiffany A. Melhuish, Yu Han, Stephen D. Turner, Henry F. Frierson, David Wotton

## Abstract

Although treatment options for localized prostate cancer (CaP) are initially effective, the five-year survival for metastatic CaP is below 30%. Mutation or deletion of the *PTEN* tumor suppressor is a frequent event in metastatic CaP, and inactivation of the transforming growth factor (TGF) ß signaling pathway is associated with more advanced disease. We previously demonstrated that mouse models of CaP based on inactivation of Pten and the TGFß type II receptor (Tgfbr2) rapidly become invasive and metastatic. Here we show that mouse prostate tumors lacking Pten and Tgfbr2 have higher expression of stem cell markers and genes indicative of basal epithelial cells, and that basal cell proliferation is increased compared to Pten mutants. To better model the primarily luminal phenotype of human CaP we mutated Pten and Tgfbr2 specifically in luminal cells, and found that these tumors also progress to invasive and metastatic cancer. Accompanying the transition to invasive cancer we observed de-differentiation of luminal tumor cells to an intermediate cell type with both basal and luminal markers, as well as differentiation to basal cells. Proliferation rates in these de-differentiated cells were lower than in either basal or luminal cells. However, de-differentiated cells account for the majority of cells in micro-metastases consistent with a preferential contribution to metastasis. We suggest that active TGFß signaling limits lineage plasticity in prostate luminal cells, and that de-differentiation of luminal tumor cells can drive progression to metastatic disease.

## Author summary

Prostate cancer is among the leading causes of cancer deaths in men. While treatments for localized disease are quite effective, once the cancer metastasizes five-year survival rates drop to below 30%. The transforming growth factor (TGF) ß pathway is frequently inactivated in prostate cancer, and reduced expression of TGFß pathway components is associated with more advanced disease. Mouse models have shown that deletion of TGFß pathway components, in the background of a tumor initiating mutation, accelerates progression to invasive and metastatic prostate cancer. We analyzed the outcome of combining a deletion of the TGFß type 2 receptor (Tgfbr2) with deletion of the Pten tumor suppressor gene, which initiates tumorigenesis in the mouse prostate. Deletion of Tgfbr2 results in increased expression of markers of stem cell function and basal cell markers, and increased basal cell proliferation. Since human prostate cancer has a primarily luminal cell phenotype, we deleted Pten and Tgfbr2 specifically in luminal cells. This results in progression to invasive and metastatic cancer that is not seen with deletion of Pten alone. Analysis of the cell types in these tumors reveals that Tgfbr2 mutant luminal tumor cells differentiate to an intermediate cell type that has both basal and luminal characteristics, and also to basal cells. Analysis of early metastatic lesions suggests that the de-differentiated intermediate cells may be the drivers of metastasis.

## Introduction

Prostate cancer (CaP) is the second-leading cause of cancer deaths in men [1], with more than 161,000 cases and nearly 27,000 deaths predicted in the US in 2017 (http://seer.cancer.gov/statfacts/html/prost.html). Although five-year survival rates for patients with localized disease are high, for patients with distant metastases five-year survival is below 30%. Patients initially respond favorably to therapies based on androgen depletion reflecting the androgen-dependence of these tumors. However, anti-androgen therapy becomes ineffective as prostate cancers progress to a castration resistant state [2].

Transforming growth factor (TGF) ß family ligands assemble a complex of type I and type II receptors, resulting in type I receptor activation [3–5]. The activated type I receptor phosphorylates Smad proteins, primarily Smad2 and Smad3 for TGFß. Phosphorylated Smads bind Smad4 and accumulate in the nucleus where they regulate target gene expression [6]. In many cell types, including epithelial cells, TGFβ signaling via Smad2 and Smad3 promotes a G1 cell cycle arrest preventing uncontrolled cell proliferation. Thus, TGFß signaling frequently plays a tumor suppressive role [7, 8]. The TGFβ signaling pathway is disrupted by mutation or loss of expression of pathway components in many human cancers, including CaP [9–11]. Reduced expression of the TGFβ type I and type II receptors (encoded by the *TGFBR1* and *TGFBR2* genes) is associated with increased Gleason score and decreased survival, and reduced SMAD4 expression is also found in advanced human CaP [9, 12–14].

Inactivation of the *PTEN* tumor suppressor is found in more than 30% of primary human prostate tumors and in approximately 60% of CaP metastases [15–18]. In mice prostate specific deletion of the *Pten* tumor suppressor is one of the more robust models of prostate cancer. All mice develop prostate intraepithelial neoplasia (PIN) by six weeks of age that rapidly progresses to high grade PIN (HGPIN). In this model, HGPIN eventually develops to locally invasive cancer, but this occurs relatively slowly, and metastases are rarely seen [19–23]. Combining additional mutations with Pten deletion accelerates the progression from HGPIN to invasive poorly differentiated adenocarcinoma (PDA) and results in metastasis. Deletion of either Smad4 or Tgfbr2, to inactivate TGFß signaling in prostate epithelial cells, drives invasion and metastasis in the background of a Pten deletion [20, 24]. Combining other oncogenic hits with a Pten deletion has also been shown to increase invasion and metastasis. For example expression of a mutant Kras together with Pten deletion resulted in metastasis to lung and liver [25]. Although inactivating mutations in the *APC* tumor suppressor gene are less frequent in human CaP than in colon cancer, for example, nuclear β-catenin is observed in the majority of cases of advanced human CaP suggesting that this pathway is frequently de-regulated [26]. More recent genomic analyses of human prostate cancer suggest that *APC* mutations are found at a higher frequency than originally thought, with these being primarily nonsense and frame-shift mutations [27]. In mouse models, deletion of the *Apc* gene in mouse prostate epithelium results in HGPIN [28], which rapidly progresses to invasive cancer when combined with loss of the *Tgfbr2* gene [19].

The two major epithelial cell types within the prostate are luminal and basal cells, and there is evidence for stem cell pools within both populations. Lineage tracing in mouse prostate suggests that multipotent progenitors present within the basal cell population may give rise to unipotent basal and luminal progenitors during post-natal development [29]. More recent work with organoids suggests that the luminal population also contains stem cells capable of regenerating both basal and luminal cell types, albeit at a much lower frequency than basal cells [30]. The majority of cells in human prostate cancer have a luminal phenotype, although rare basaloid carcinomas are seen [31]. This is consistent with the idea that luminal cells are the cell of origin for most of human CaP. Prostate luminal cells have been shown to have the potential to be cancer initiating cells, and it has been suggested that castration resistant cells within this population may be the tumor initiating cells [32–34]. However, a number of studies have also suggested that basal cells can be a cell of origin for prostate cancer [32, 35, 36], and a basal-like stem cell gene expression signature is associated with aggressive cancer [37]. Despite the differing requirements for the androgen receptor (AR) in basal and luminal cell survival, loss of Pten can overcome the effect of AR deletion, allowing luminal-like tumors to develop from both cell types [38]. Deletion of Pten may limit androgen-responsive gene expression by modulating AR function, decreasing the ability of the AR to promote differentiation [39]. Recent work has suggested that lineage plasticity in human CaP may allow for a fraction of tumor cells to escape the effects of anti-androgen therapies, allowing the tumor to recur as a therapy resistant cancer despite initial regression of the primary tumor [40]. In mouse prostate, the deletion of Rb1 together with Pten results in increased lineage plasticity and metastasis with a gene expression signature reminiscent of human neuroendocrine CaP [41]. This may be one mechanism to explain the eventual failure of androgen ablation, suggesting that a better understanding of linage plasticity, rather than the initial cell of origin, is of importance.

Disruption of TGFß signaling increases proliferation and overcomes senescence in prostate tumors initiated by loss of either Pten or Apc, and accelerates progression to a widespread invasive phenotype [19, 20, 24]. To further understand the cellular changes induced by loss of Tgfbr2 expression in mouse prostate tumors we used transcriptional profiling of these two tumor models. This analysis reveals increased expression of genes associated with stem-like properties in these highly proliferative tumors. In addition we observed increased numbers of basal cells, which make up much of the invasive cancer, and we show that loss of Tgfbr2 primarily affects basal cell proliferation. However, deletion of Tgfbr2 and Pten specifically in luminal cells resulted in metastatic cancer and extensive de-differentiation to an intermediate cell type expressing both basal and luminal markers. Analysis of early lung metastatic lesions indicates that these de-differentiated prostatic cells may preferentially generate metastases, suggesting that increased lineage plasticity in the absence of TGFß signaling may contribute to an aggressive disease phenotype.

## Results

### Loss of Tgfbr2 causes large scale transcriptome changes

We have previously shown that deletion of *Tgfbr2* from mouse prostate epithelium accelerates tumor progression in the background of either a *Pten* or *Apc* null mutation [19, 20]. To examine the status of the TGFß signaling pathway in human CaP we analyzed a panel of high grade (primarily Gleason score 8–10) human tumors by IHC for SMAD4 and active phosphorylated SMAD2 (pSMAD2). We chose these as pSMAD2 provides a readout for receptor activity (the combination of both Type I and Type II), and SMAD4 is required to complex with the receptor activated SMAD. More than half of the 38 tumors analyzed had reduced expression of SMAD4 and a slightly higher number had low pSMAD2 signal (S1 Fig). These proportions are similar to that seen for activation of AKT in this set of samples, and is consistent with previous reports showing reduced expression of both Type I and Type II receptors, and of SMAD4 in human CaP [9–14, 24].

To begin to examine how loss of TGFß signaling drives prostate tumor progression we performed transcriptome profiling on normal wild type prostate and on tumors from mice with prostate-specific deletion of Apc, or Pten, with or without deletion of Tgfbr2. 

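RNA from 25 samples was sequenced. Wild type prostate (WT, 4 samples) was taken at 20 weeks. Pten mutant tumors came from 8 weeks (P-8, 3 samples) and 22 weeks (P-22, 4 samples), and Pten;Tgfbr2 tumors from 8 weeks (PT-8, 3 samples) and 11 to 14 weeks (PT-11, 5 samples). Apc mutant tumors were taken at 36 weeks (A-36, 3 samples) and Apc;Tgfbr2 tumors at 20 to 24 weeks (AT-20, 3 samples). The sample labels give 11 weeks for PT-11 and 20 weeks for AT-20. Pten encodes a lipid phosphatase that restrains PI3K signaling, Apc encodes a part of the complex that degrades beta-catenin, and Tgfbr2 encodes a receptor for TGFß. A Cre transgene active in prostate epithelium deletes floxed alleles of these genes. Ventral lobes were used where they could be distinguished and otherwise a portion of the tumor, and libraries were made from poly-A RNA with a stated target of about 25 M paired-end reads (M stands for 1000000) per sample. The authors deposited a table of 16162 genes with values in RPM, reads per 1000000 reads. The submitters' processing notes name FastQC, STAR, featureCounts and DESeq2 with the mouse build mm9. Within each library the values are whole multiples of what 1 read is worth. Over all libraries 99.999% of values came within 0.02 of a whole number, so the reads behind them could be recovered. There were 19 to 24.2 M reads per library in WT (median 21.9), 17.6 to 21.8 in P-8 (17.7), 18.2 to 24.9 in PT-8 (22.6), 18.2 to 21.2 in P-22 (19.9), 15.7 to 23.9 in PT-11 (19.9), 15.6 to 16.7 in A-36 (16.5) and 16.7 to 27.3 in AT-20 (18). The recovered reads, not the stated target, are the depth behind the values given here. The RPM of a library summed to between 560802 and 988798, and its divisor was 29.58 to 30.99 M times its median-ratio size factor, so the values are counts divided by size factors and rescaled. Groups were compared with limma on log2(RPM + 0.5) in a fit to all 25 libraries and 15733 genes with at least 1 RPM in at least 3 libraries. A gene was called different at a log2 difference over 1, an adjusted p under 1e-04 and a mean of at least 5 RPM in at least 1 group. Fold changes are on this log2 scale, which understates the change of low genes. Members of gene lists fixed before the data were examined were counted at an adjusted p under 0.05. Whether each library came from a separate mouse is not given in the sources used here, so p-values measure the spread between these samples. Library codes fall in an SL29 and an SL40 range, which may mark batches. All WT, P-8 and PT-8 libraries are SL29 and all A-36 and AT-20 libraries are SL40, while P-22 has 3 and 1 and PT-11 has 3 and 2. No WT library is SL40, so for A-36 and AT-20 against WT the ranges are separated from condition only by an additive term, estimated within P-22 and PT-11. Among the targeted genes, Pten was at 65.4 ± 1.93 RPM (SD, n = 4) in WT, 44.5 ± 2.18 (n = 4) in P-22 and 54.5 ± 6.50 (n = 5) in PT-11. Tgfbr2 was at 139 ± 55.8 RPM (SD, n = 4) in WT, 99.2 ± 32.9 (n = 3) in PT-8, 148 ± 26.2 (n = 5) in PT-11 and 141 ± 17.2 (n = 3) in AT-20. Apc was at 77.5 ± 5.37 RPM (SD, n = 4) in WT, 68.9 ± 2.79 (n = 3) in A-36 and 93.5 ± 12.3 (n = 3) in AT-20. These values include reads from undeleted exons and from cells that keep the alleles, so they do not check the labels.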

For the Apc mutants, we isolated tumors at 36 weeks of age, when they had extensive adenosquamous HGPIN, and at 20–24 weeks from the Apc;Tgfbr2 mutants when they first showed adverse signs of tumor burden. For the Pten model, we analyzed two different ages each for both single (Pten) and double (Pten;Tgfbr2) mutants. Tumors were isolated from both groups at 8 weeks of age when the predominant phenotype in both is HGPIN, and at 22 weeks of age from the Pten single mutants, which still have primarily HGPIN. Since double mutants do not generally survive beyond ~15 weeks, we isolated tumors at 11–14 weeks when they first showed signs of excess tumor burden. We anticipated that this combination would provide a comparison of progression in the more relevant Pten based model as well as comparison to a second model in which the tumor-initiating event is different. As shown in Fig 1A, principle component analysis (PCA) separated the samples into three broad groups, with the wild type samples clustering tightly together. 

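Secretory products of luminal cells set the wild type prostates apart from the tumors. Sbp, Spink3, Defb50, Msmb and Azgp1, which encode secreted proteins of the mouse prostate, together held 27.7 ± 3.85% of all values in WT (SD, n = 4). They held 6.16 ± 2.71% in P-22 (n = 4), 0.692 ± 1.07% in A-36 (n = 3), 0.00753 ± 0.00647% in PT-11 (n = 5) and 0.00604 ± 0.00664% in AT-20 (n = 3). All 5 were among the genes with the largest negative loadings on the first principal component. At its other end stood Ltf, which encodes lactotransferrin, the keratins Krt6a and Krt13 of stratified epithelia, Gabrp and Anxa8. Krt6a may share reads with its near copy Krt6b. The components were computed from log2(RPM + 0.5) of the same 15733 genes. The first held 49.1% of the variance (jackknife standard error 5.1) and the second 15.4% (standard error 2.7). WT libraries were at -111.7 ± 5.4 on the first component (SD, n = 4) and at a mean distance of 8.16 from each other on both components, with a range of 2.31 to 13. The nearest tumor library, in P-8, was 60 from a WT library.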

The other two groups primarily appeared to cluster by phenotype, with less separation between the Pten and Apc based tumors. Thus, the eight-week Pten;Tgfbr2 double mutants clustered with the 8- and 22-week Pten single mutants, all of which have HGPIN as the primary phenotype. 

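The groups with invasive cancer, PT-11 and AT-20, lay together at the end of the first component where keratins of stratified epithelia are high. Their scores were 76.6 ± 11.3 (SD, n = 5) and 93.4 ± 4.1 (n = 3), and the mean distance between libraries of the 2 groups on both components was 42.6. A-36 was at 38.0 ± 4.7 (n = 3) on the first component and stood apart on the second, at 72.4 ± 3.9. Genes with the largest positive loadings there were Tgm4 and Pbsn, which encode secreted proteins of the prostate, Mt3, a metallothionein, and Dmbt1. Tgm4 was at 50.1 ± 8.27 RPM (SD, n = 3) in A-36, 0.312 ± 0.178 (n = 5) in PT-11, 0.530 ± 0.442 (n = 3) in AT-20 and, with a higher mean than in A-36, 2379 ± 3110.0 (n = 3) in PT-8. Mt3 was at 738 ± 172 RPM (SD, n = 3) in A-36 and 11.1 ± 7.11 (n = 3) in AT-20. A-36 was at a mean distance of 124 from PT-11, 99.2 from AT-20, 94.4 from P-22, 91.7 from P-8 and 80.6 from PT-8. Scores on the first component did not overlap between PT-11 (59.9 to 87.9) and P-22 (-43.9 to -4.7). The PT-11 libraries in the SL40 range had scores of 79.30 and 84.63, inside the range of those in SL29, and the P-22 library in SL40 had -43.92, outside the range of those in SL29 (-35.44 to -4.66).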

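The 8-week double mutants lay nearer to the Pten single mutants than to the older double mutants. Scores on the first component were -39.8 ± 31.4 in P-8 (SD, n = 3), -30.6 ± 19.8 in PT-8 (n = 3) and -29.8 ± 17.2 in P-22 (n = 4). Gabrp, a receptor subunit that marks the invasive end of this component, was at 20.2 ± 28.4 RPM (SD, n = 3) in P-8, 21.8 ± 10.4 (n = 3) in PT-8, 35.7 ± 24.5 (n = 4) in P-22 and 457 ± 140.0 (n = 5) in PT-11. Anxa8, an annexin of stratified epithelia, was at 12.0 ± 8.76 RPM (SD, n = 3) in PT-8 and 326 ± 63.9 (n = 5) in PT-11. PT-8 libraries were at a mean distance of 27.9 from P-8 and 31.8 from P-22, against 132 from PT-11. Within P-8 the mean distance was 44.3 and within PT-8 it was 24.8. Transcripts of 8 seminal vesicle secretion genes, such as Svs2 and Svs5, held 14.4% of the values in PT-8 library SL29606, 0.376% in SL29607, 0.00898% in SL29608 and 3.72% in PT-11 library SL29609.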

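The older double mutants of both models shared most of their differences from wild type. Of the genes called different in PT-11 and in AT-20, 3273 were common to both lists, and 3271 of these differed in the same direction. Lactotransferrin (Ltf) was higher than in WT by 9.12 (log2) in PT-11 and 9.94 in AT-20, and Msmb had -10.25 and -9.99. Of 28 genes of squamous differentiation tested, 27 were higher than in WT in AT-20 and 14 in PT-11 at an adjusted p under 0.05 from limma (27 and 14 when adjusted over the list alone). Whether PT-11 and AT-20 differ for this list was not tested directly. Ivl, which encodes the cornified envelope protein involucrin and was chosen after its values were seen, was at 57.7 ± 48.7 RPM (SD, n = 3) in AT-20 and 5.87 ± 2.26 (n = 5) in PT-11. Independent lists would share 534 genes in the same direction, unchanged groups simulated against the same WT libraries shared at most 0, and with the 4 WT libraries split between the comparisons the observed lists shared 2389 to 2413. With 2 WT libraries in each of the split fits, fewer genes could be called. Libraries were clustered by Euclidean distance and complete linkage over the 1000 genes of largest variance. The first division put 14 WT, P-8, PT-8 and P-22 libraries against 11 PT-11, A-36 and AT-20 libraries. A-36 then parted from a branch of 8 that held PT-11 and AT-20, and these separated from each other only when the tree was divided into 6.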

Unsupervised hierarchical clustering based on the 1000 most variable genes revealed a similar pattern (Fig 1B), with the older Pten;Tgfbr2 and Apc;Tgfbr2 tumors grouped together, although there are clearly some differences between them. 

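The 8-week tumors of both genotypes and the 22-week Pten tumors formed a branch of 10 libraries once the tree was divided into 4. Expi, which encodes a secreted protease inhibitor of the whey acidic protein family, was at 863 ± 144 RPM (SD, n = 3) in P-8, 286 ± 163 (n = 3) in PT-8 and 716 ± 467 (n = 4) in P-22, against 0.726 ± 0.940 (n = 4) in WT. Dmbt1, a secreted mucosal defense protein, was at 460.2 ± 375 RPM (SD, n = 3) in P-8 and 301 ± 216 (n = 3) in PT-8. The nearest library was of the same group for 1 of 3 P-8 and 1 of 3 PT-8 libraries, and otherwise it belonged to the other 8-week group. For all 4 P-22 libraries, and for every library of WT, PT-11, A-36 and AT-20, it was of the same group. PT-8 library SL29606, which had the most seminal vesicle transcripts, formed a branch of its own when the tree was divided into 5.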

Again, eight-week tumors, whether Pten single mutant or Pten;Tgfbr2 double do not separate into distinct groups and also appear similar to the older Pten single mutants. To examine which genes are differentially expressed among the different groups, we performed all pairwise comparisons between the seven groups of samples, and identified genes as differentially expressed if there was a log2-fold difference of greater than +/-1.0, with an adjusted p-value of < 0.0001. From these comparisons, we first focused on differences between each group of tumors and the wild type prostates. Despite the relatively stringent cut-off these comparisons revealed large numbers of genes that were differentially expressed between wild type and each tumor group (S1A and S1B Table). For example, 4079 genes passed this cut-off when comparing the older Pten;Tgfbr2 tumors to wild type, with somewhat lower numbers from the comparisons of other groups to the wild type (Fig 1C and 1D). 

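In PT-11, Olfm4, a secreted glycoprotein, was at 1503 ± 1920.0 RPM (SD, n = 5) against 0.152 ± 0.0578 (n = 4) in WT (log2 fold change 10.28, standard error 1.00, adjusted p = 1.25e-08 from limma). Cxcl5, which encodes a chemokine that attracts neutrophils, had a log2 fold change of 8.24 (adjusted p = 7.86e-10), and Msln, which encodes mesothelin, had 8.15 (adjusted p = 6.21e-09). Sbp, which encodes a spermine-binding protein and has a near copy in Sbpl, had -13.89 (adjusted p = 9.27e-07), and Spink3 had -12.86 (adjusted p = 3.48e-06). In A-36, Mmp12 was at 10.31 (adjusted p = 2.83e-09), Spp1 at 10.18 (adjusted p = 5e-08) and Gpnmb at 8.28 (adjusted p = 7.5e-10), and all 13 macrophage markers tested were higher than in WT (13 adjusted over the list alone). In AT-20, Krt13 was at 10.47 (adjusted p = 2.04e-10) and Nccrp1 at 9.79 (adjusted p = 3.19e-12), and 13 of 13 macrophage markers were higher (13 over the list alone). In limma, 4044 genes were called different in PT-11 against WT (2260 higher, 1784 lower), 4081 in AT-20 (2344 higher, 1737 lower) and 3225 in A-36 (2010 higher, 1215 lower). Scaled by library totals in edgeR, the share of higher genes was 79.8% in PT-11, 92.4% in A-36 and 81.1% in AT-20, against 55.9%, 62.3% and 57.4%. With library range as a term 2033 genes were called in A-36, with only AT-20 and WT in the fit 2262 in AT-20, and with SL29 libraries alone 3291 in PT-11.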

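Of 22 inflammatory and acute phase genes, 10 were higher in P-8, 11 in PT-8 and 17 in P-22 than in WT (10, 11 and 17 when adjusted over the list alone). Reg3g, which encodes an antibacterial lectin, had a log2 fold change against WT of 7.02 (adjusted p = 3.42e-07) in P-8, 8.23 (adjusted p = 5.33e-08) in PT-8 and 8.78 (adjusted p = 8.14e-09) in P-22. Mmp7, which encodes matrilysin, had 5.76, 6.74 and 5.64, and complement C3 had 5.60, 5.42 and 5.94 (largest adjusted p of these 6 values 1.09e-06). Markers of non-epithelial cells rose as well: 13, 12 and 13 of 13 macrophage markers, 13, 13 and 13 of 13 endothelial markers, and all 10 fibroblast markers in each group (13, 13 and 13, 13 each, and 10 each when adjusted over the list alone). Skeletal muscle genes were lower, with 7, 6 and 8 of 8 passing in P-8, PT-8 and P-22 (7, 7 and 8 over the list alone). Sbp, Spink3, Defb50, Msmb and Azgp1, which encode secreted proteins of the prostate, together held between 0.58% and 14.1% of all values in P-8 libraries and between 0.0846% and 8.63% in PT-8 libraries. In limma 971 genes were called in P-8 (875 higher, 96 lower), 1291 in PT-8 (1039 higher, 252 lower) and 1066 in P-22 (910 higher, 156 lower). P-8 and PT-8 shared 869 genes (89.5% of the shorter list), P-8 and P-22 627 (64.6%) and PT-8 and P-22 664 (62.3%), all in the same direction. Independent lists would share 59.3, 51.6 and 62.6, simulated unchanged groups shared 0, and with the WT libraries split between the comparisons the lists shared 169 to 215, 120 to 133 and 119 to 155. Scaled by library totals, 99.3%, 98.6% and 99% of the called genes were higher, against 90.1%, 80.5% and 85.4%. Leaving out any 1 library of the compared groups lowered PT-8 (553 to 1045) and P-22 (553 to 923), and gave 386 to 1243 in P-8. P-8 rose to 1243 without SL29600 and fell to 621 without WT library SL29598, 386 without SL29601 and 476 without SL29602. PT-8 fell to 814 without SL29598 and 553 without SL29607. P-22 fell to 707 without WT library SL29597, 598 without SL29598, 692 without SL29603, 706 without SL29604 and 553 without SL29605. DESeq2 on the recovered reads called 1823, 2145 and 1940 genes, a limma fit of only the compared groups called 0 in P-8 and 8 in PT-8, and SL29 libraries alone gave 503 in P-22.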

Comparison of the 8-week Pten;Tgfbr2 tumors and Pten single mutants at both ages revealed largely overlapping gene expression changes, although changes in these samples were quite variable, possibly due to the mix of normal and tumor tissue at this early age. In the older Pten;Tgfbr2 tumors a large fraction of the changes in gene expression were not seen in these other three groups (Fig 1C). 

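Alox12e, which encodes an epidermal lipoxygenase, was at 298 ± 139 RPM (SD, n = 5) in PT-11 and 2.00 ± 2.90 (n = 4) in P-22 (log2 fold change 7.35, standard error 0.58, adjusted p = 5.85e-09 from limma). Aqp4, a water channel, had a log2 fold change of 7.42 (adjusted p = 1.32e-10), Pitx1, a homeobox transcription factor, 5.77 (adjusted p = 2.24e-07) and Calcb, a neuropeptide of the calcitonin family, 5.70 (adjusted p = 9.49e-10). Azgp1 had -7.13 (adjusted p = 5.37e-09), the beta-defensin Defb50 -7.13 (adjusted p = 3.36e-08) and Slc9a2, a sodium/proton exchanger, -7.09 (adjusted p = 4.03e-09). Cells of other types moved with the group: all 10 lymphocyte markers tested were lower in PT-11 than in P-22, 9 of 10 smooth muscle markers were lower and 1 was higher, and 6 of 8 neutrophil markers were higher (10, 9, 1 and 7 when adjusted over the list alone). Of the genes called in PT-11 against WT, 2680 (66.3%) were called in none of P-8, PT-8 and P-22, with 1193 higher and 1487 lower. Independent lists would leave 3605 such genes, unchanged simulated groups gave 0, and with the WT libraries split between the groups 2518 to 2881 were counted. A gene missing from the other lists need not differ from PT-11 there. Tested directly, 1626 genes differed between PT-11 and P-22 (791 higher, 835 lower), and 1046 of the 2680 were among them. With SL29 libraries alone the direct comparison called 527 genes.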

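At 8 weeks no gene separated Pten;Tgfbr2 tumors from Pten tumors at the cut-off. Log2 differences between PT-8 and P-8 were 1.46 (adjusted p = 0.611) for the basal keratin Krt5, 0.73 (adjusted p = 0.855) for the basal transcription factor Trp63 and -0.06 (adjusted p = 1) for the mitotic transcription factor Foxm1. Krt5 was at 30.7 ± 8.62 RPM (SD, n = 3) in P-8 and 86.3 ± 26.7 (n = 3) in PT-8, and Foxm1 at 11.9 ± 1.76 and 12.0 ± 4.66. No member of any of the 40 gene lists passed an adjusted p of 0.05 in limma. The count of genes called was 0, with 3 genes at an adjusted p under 0.05 and 959 at an unadjusted p under 0.05. These 3, chosen after their values were seen, were Cwc22, a splicing factor, at -3.09 (adjusted p = 0.00137), and the gene models Gm11847 and Gm4963 at -1.52 (adjusted p = 0.00138) and 1.23 (adjusted p = 0.0451). On the recovered reads edgeR called 0 genes and DESeq2 13. Without P-8 library SL29602 limma called 4 genes, and without P-8 library SL29601 or PT-8 library SL29608 it called 1. In counts simulated for this comparison, over 15301 genes, limma called 86% of genes raised by 2 (log2) and 78% of genes lowered by 2. The simulation used 1 mean and 1 spread per gene for all 7 groups and changed only genes with a mean of at least 5 RPM. Mean distances on the first 2 principal components were larger within P-8 (44.3) and PT-8 (24.8) than within other groups. Over all genes the mean distance was 73.5 within P-8, 87 within PT-8 and 90.4 within AT-20. The fit takes 1 spread per gene from all groups, so these distances do not show how many changes could be called at 8 weeks.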

Given the lack of difference between the two 8-week groups, and the variability among these early tumors we focused on the older Pten single and double mutants, and compared them to the Apc and Apc;Tgfbr2 mutant tumors. Almost 900 genes were differentially expressed in all four tumor types compared to wild type, with a slightly larger number shared only between the two double mutant tumors (Fig 1D). 

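Serpina3n, an acute phase protease inhibitor, had log2 fold changes against WT of 6.08 in P-22, 5.15 in PT-11, 6.03 in A-36 and 5.76 in AT-20, and Timp1, an inhibitor of metalloproteinases, had 4.04, 5.13, 4.08 and 4.96 (largest adjusted p of these 8 values 6.55e-05, limma). Areg, which encodes the EGF receptor ligand amphiregulin, was higher than in WT in both double mutants. Its log2 fold change was 6.11 (adjusted p = 2.52e-12, limma) in PT-11 and 6.46 (adjusted p = 6e-12) in AT-20. It was at 38.1 ± 18.5 RPM (SD, n = 5) in PT-11, 46.7 ± 17.5 (n = 3) in AT-20, 0.545 ± 0.292 (n = 4) in P-22 and 3.92 ± 0.598 (n = 3) in A-36. Tested directly it was higher in PT-11 than in P-22 by 5.12 (adjusted p = 2.26e-10) and in AT-20 than in A-36 by 3.35 (adjusted p = 8.15e-07). In all, 762 genes were called in all 4 older groups and 1100 in PT-11 and AT-20 but neither single mutant. Of these 1100, 474 were also called between PT-11 and P-22, 302 between AT-20 and A-36, and 221 in both. Independent lists would give 2.64 and 457 genes, unchanged groups simulated against the same WT libraries gave 0 of each, and with the WT libraries split between the groups the counts were 120 to 282 and 1082 to 1202. The count for all 4 groups was 503 without WT library SL29597, 420 without WT library SL29598 and 431 without P-22 library SL29605. It was 1398 with DESeq2 and 1428 with edgeR scaled by library totals.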

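Basal cell markers and DNA replication genes were over-represented among the genes called in the 2 double mutants alone. Of the 24 basal cell markers, 10 were in this set against 2.07 expected (odds ratio 7.61, adjusted p = 0.000479, Fisher's exact test), and of the DNA replication and E2F target genes 13 of 57 against 4.92 expected (odds ratio 3.15, adjusted p = 0.0158). Of the mitosis genes 7 of 52 were in the set (adjusted p = 0.721), and of the EMT genes 7 of 45 (adjusted p = 0.452). The EMT members, named after their values were seen, were Snai2, Col6a3, Postn, Tnc, Lox, Inhba and Wnt5a. Snai2, which encodes the EMT transcription factor Slug, had log2 fold changes against WT of 2.16 in PT-11 and 3.08 in AT-20, and Tnc, which encodes the matrix protein tenascin C, 5.87 in PT-11 and 6.23 in AT-20. The test covered 34 gene lists, two-sided, against the 12738 genes that could have been called, and the lists stand in for Gene Ontology terms, whose gene sets were not used here. It takes genes as independent, which co-expressed genes are not. In these tumors other cell types changed too: 7 of 8 neutrophil markers were higher than in WT in AT-20 and 7 in PT-11 (7 and 7 adjusted over the list alone).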

GO analysis revealed that two of the top three enriched biological process terms in the genes changing in only the two double mutants were epithelial to mesenchymal transition (EMT) and cell cycle, consistent with the double mutants being more proliferative and invasive (Fig 1E, S1C Table). GSEA analysis comparing wild type to 22-week Pten and to 11-week Pten;Tgfbr2 mutants, and comparing these two groups of tumors to each other showed increasing enrichment for E2F targets with progression to the more aggressive tumors, but suggested that the EMT signature was already present in the Pten single mutant tumors (Fig 1F).

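Genes of DNA replication rose from wild type to 22-week Pten tumors and again to the older Pten;Tgfbr2 tumors. Of 63 DNA replication and E2F target genes, 41 were higher and 2 lower in P-22 than in WT, 56 higher and 1 lower in PT-11 than in WT, and 55 higher and 2 lower in PT-11 than in P-22 (limma; 41, 56 and 56 higher when adjusted over the list alone). E2f8, an E2F family transcription factor, had log2 fold changes of 1.85, 3.62 and 1.77 in these 3 comparisons, and Cdt1, which licenses replication origins, had 1.56 (adjusted p = 7.74e-08) between the tumors. Of 49 EMT genes, 36 were higher in P-22 than in WT and 3 were lower, 43 were higher and 3 lower in PT-11 than in WT, and 27 were higher and 4 lower between the tumors (37, 43 and 31 higher over the list alone). The largest rises in P-22 were in Cd44, an adhesion receptor, at 3.59 (adjusted p = 1.16e-07) and Col3a1, a fibrillar collagen, at 3.58 (adjusted p = 6.3e-06), while Thbs2, a matrix glycoprotein, had 3.84 (adjusted p = 5.29e-05) between the tumors. Fibroblast markers, 4 of which are also in the EMT list, were higher in P-22 than in WT for 10 of 10 genes, with a mean log2 level of 2.57 ± 0.36 (SD, n = 4) relative to WT against 1.81 ± 0.26 for the EMT list. In PT-11 8 were higher and 1 lower than in WT, and between the tumors 2 were higher and 3 lower (10 in P-22 and 8, 1, 2 and 3 over the list alone). Set tests with camera at a preset correlation passed for the replication and EMT lists in all 3 comparisons. For the replication list they gave adjusted p = 0.282, 0.22 and 0.212 with an estimated correlation, and for the EMT list adjusted p = 0.282, 0.263 and 0.483 with an estimated correlation. With SL29 libraries alone 41, 51 and 49 replication genes and 36, 43 and 25 EMT genes were higher. P-22 and PT-11 also differ in age. In P-8 the mean log2 level relative to WT was 0.82 ± 0.12 for replication genes and 2.57 ± 0.66 for EMT genes (SD, n = 3). In P-22 these levels were 0.62 ± 0.16 and 1.81 ± 0.26 (n = 4), and in PT-11 1.39 ± 0.05 and 2.95 ± 0.40 (n = 5).

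**Figure D1:**
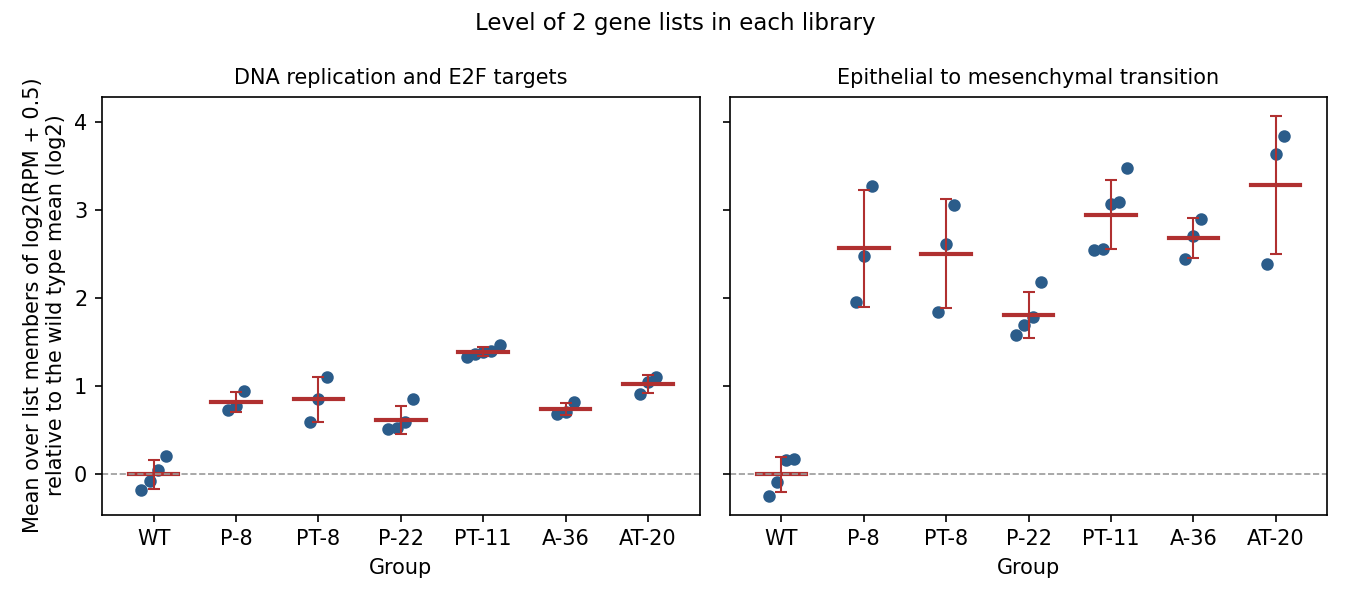
Mean level of the members of the replication list (left) and the EMT list (right) in each library, as log2(RPM + 0.5) relative to the mean of the WT libraries. Each point is a library, and the red bar and whiskers give the mean and SD of the group named on the horizontal axis. For the replication list P-22 lies at 0.62 ± 0.16 and PT-11 at 1.39 ± 0.05, and for the EMT list P-22 lies at 1.81 ± 0.26 and PT-11 at 2.95 ± 0.40 (SD).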

**Fig 1:**
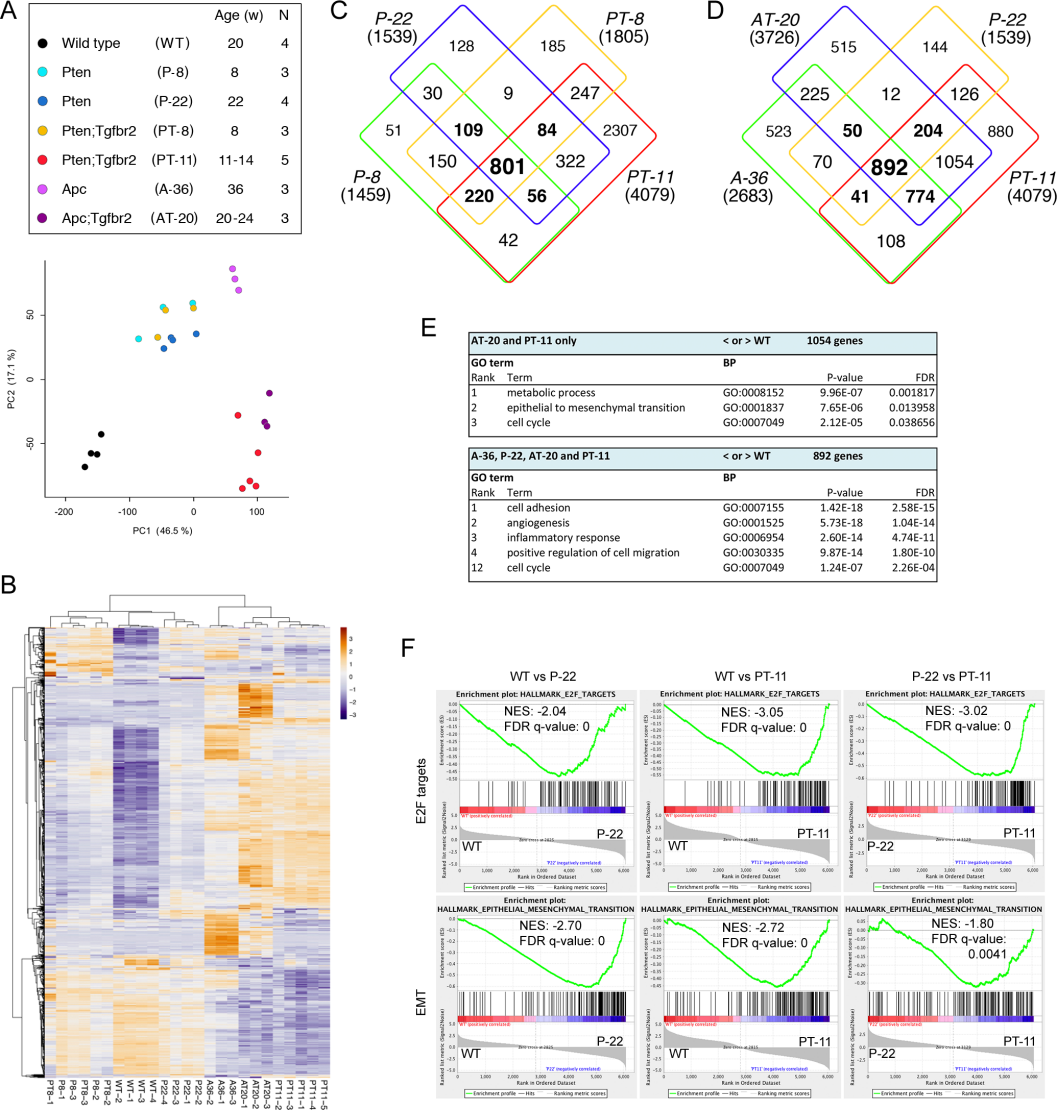
Transcriptome analysis of mouse prostate tumors. A) Principle component analysis of tumor RNA-seq data from mice of the indicated ages and genotypes. Names of the groups used in subsequent panels are shown in brackets. B) Unsupervised hierarchical clustering using the 1000 most variable genes of the RNA-seq data. C and D) Overlap in gene expression changes (log2 fold change > +/- 1.0, p adjusted < 0.0001) for each tumor group compared to wild type prostates. The numbers of genes in total are shown in brackets. E) GO analysis for biological process terms for genes that are differentially expressed in the two groups with invasive cancer compared to wild type, and for all four groups of tumors (excluding the 8-week sets) compared to wild type. F) GSEA analysis comparing 22-week Pten (P-22) to wild type, 11-week Pten;Tgfbr2 (PT-11) to wild type and PT-11 to P-22, showing enrichment for E2F target genes and an EMT signature.

### Increased expression of genes with stem cell function in invasive tumors

The previous analyses suggest that with the transition from HGPIN to invasive cancer there is an enrichment for gene changes associated with cell cycle progression and an underlying enrichment for EMT in the HGPIN tumors. Comparison of increases in gene expression relative to the wild type samples revealed a similar pattern to that seen with all gene expression changes, and enrichment for GO terms associated with cell cycle, EMT and regulation of transcription (Fig 2A and 2B and S1C Table). In contrast, many fewer genes were consistently decreased in expression compared to the wild type, and GO analysis did not reveal significant enrichment of any terms among these groups (Fig 2C). 

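Mitosis genes, FOXM1 targets and markers of vessels and macrophages were over-represented among genes higher than wild type in all 4 older groups. Of 35 FOXM1 targets 23 were in this set (adjusted p = 2.36e-20, Fisher's exact test). Of 52 mitosis genes 27 were in this set against 2.68 expected (adjusted p = 2.36e-20, Fisher's exact test), with Mki67, the antigen Ki67, at log2 fold changes of 2.32 in P-22, 3.36 in PT-11, 2.42 in A-36 and 2.75 in AT-20. The FOXM1 and mitosis lists share 27 genes, and Fisher's test takes genes as independent, which co-expressed genes are not. EMT genes gave 16 of 45 (adjusted p = 2.77e-09), endothelial markers 10 of 13 (adjusted p = 3.46e-10) and macrophage markers 9 of 13 (adjusted p = 9.75e-09). Pecam1, a cell surface protein of endothelium, had 2.54, 3.05, 3.02 and 3.45, and Lyz2, the macrophage lysozyme, 3.57, 3.88, 7.22 and 5.49. Genes higher in the 2 double mutants alone held 10 of 24 basal cell markers (adjusted p = 6.16e-07), 12 of 57 DNA replication genes (adjusted p = 5.68e-05) and 7 of 52 mitosis genes (adjusted p = 0.0391), while EMT genes gave 6 of 45 (adjusted p = 0.0525). There were 656 genes higher in all 4 groups and 535 higher in both double mutants and called in neither single mutant. Independent lists would give 2.49 of the former, unchanged simulated groups gave 0, and with the WT libraries split, 2 to a fit and so with less power, 115 to 273 were counted. Without WT library SL29597 the count was 428, without WT library SL29598 it was 385 and without P-22 library SL29605 it was 400. DESeq2 gave 1204 and edgeR scaled by library totals 1422.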

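Few genes were lower than wild type in every older group. Odc1, which encodes the first enzyme of polyamine synthesis, had log2 fold changes against WT of -2.42 in P-22, -2.49 in PT-11, -2.80 in A-36 and -2.95 in AT-20, and the chromatin protein gene Phf19 had -2.69, -5.29, -2.71 and -5.12 (largest adjusted p of these 8 values 3.77e-05, limma). Of 9 secretory genes, 4 were lower in P-22, 7 in PT-11, 5 in A-36 and 7 in AT-20 at an adjusted p under 0.05 (4, 8, 5 and 7 over the list alone), and 4 were among those lower in the 2 double mutants alone (adjusted p = 0.0135, Fisher's exact test). No list passed among genes lower in all 4 groups. The count for all 4 groups was 106, and 563 genes were lower in both double mutants and called in neither single mutant. Independent lists would give 0.151 for all 4 groups, unchanged simulated groups gave 0, and split WT libraries, 2 to a fit and so with less power, gave 5 to 11. This count was 52 without WT library SL29596, 35 without WT library SL29598, 55 without WT library SL29599, 56 without P-22 library SL29603, 52 without SL29604 and 31 without SL29605. Scaled by library totals in edgeR it was 5, with size factors in edgeR 61 and with DESeq2 194.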

Analysis of ENCODE and ChEA transcription factor binding data suggested an enrichment for genes bound by transcription factors associated with stem cell function, such as SOX2, KLF4, NANOG and SALL4 among genes with increased expression in the tumors compared to wild type (Fig 2B). 

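Most of the genes shown by the study as stem cell markers were higher in the older Pten;Tgfbr2 tumors than in the 22-week Pten tumors. Of the 16 genes shown in Fig 2D, 10 were higher and 1 lower in P-22 than in WT, all 16 were higher in PT-11 than in WT and 15 were higher in PT-11 than in P-22 (limma; 11, 16 and 15 when adjusted over the list alone). The study chose this list on these samples, so its direction is not independent evidence. Psca, prostate stem cell antigen, was at 504 ± 198 RPM (SD, n = 5) in PT-11, 39.3 ± 21.3 (n = 4) in P-22 and 35.1 ± 10.6 (n = 4) in WT, a log2 fold change between the tumors of 3.68 (standard error 0.38, adjusted p = 1.4e-07). Itgb4, an integrin of basal cells, had 2.45 (adjusted p = 1.12e-08), the receptor tyrosine kinase Kit 2.04 (adjusted p = 0.000533) and the transcription factor Sox2 1.28 (adjusted p = 0.000408). Ly6a, which encodes Sca-1 and did not pass between the tumors, was at 0.83 (adjusted p = 0.121) there and at 4.30 (adjusted p = 1.01e-06) in P-22 against WT. In the Apc model 10 of 16 were higher in AT-20 than in A-36 (11 over the list alone), with Psca at 5.07 (adjusted p = 3.75e-08) and Klf4 at 2.59 (adjusted p = 4.22e-07). Basal cell markers, which share 4 genes with this list, rose in the same comparisons: 23 of 24 were higher in AT-20 than in A-36 (23 over the list alone). Set tests gave adjusted p = 0.253, 0.146 and 0.12 with an estimated correlation in P-22 and PT-11 against WT and between the tumors. With SL29 libraries alone 11, 16 and 13 genes were higher.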

Scanning the RNA-seq data we noticed that a number of markers associated with stem cell-like function in cancer were increased in the double mutant tumors compared to wild type and to the single mutants (Fig 2D). To validate these changes, we focused on the wild type, Pten single and Pten;Tgfbr2 double mutant tumors, since the Pten null model is more relevant to human CaP. Analysis of a distinct set of tumors of these genotypes by qRT-PCR demonstrated increased expression of a panel of cancer stem cell markers in the Pten single mutants compared to wild type, with further increases in the double mutant tumors (Fig 2E). Several gene sets that are associated with more aggressive tumors or with stem-like features of human tumors have been identified. For example, the CIN70 gene set, which is associated with more aggressive tumors that have higher levels of chromosome instability includes a number of genes with mitotic functions, including FOXM1 [42]. This gene set may also be an indication of highly proliferative tumors. 

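Genes of chromosome segregation rose in the Pten tumors and again in the older Pten;Tgfbr2 tumors. Of 69 CIN70 genes tested, 46 were higher and 3 lower in P-22 than in WT, 59 higher and 2 lower in PT-11 than in WT, and 53 higher and 2 lower in PT-11 than in P-22 (limma; 46, 60 and 53 higher when adjusted over the list alone). Espl1, which encodes separase, had log2 fold changes of 2.44 (adjusted p = 7.54e-07) in P-22 and 3.63 (adjusted p = 8.55e-11) in PT-11 against WT. Between the tumors Cdc20, an activator of the anaphase-promoting complex, had 1.85 (adjusted p = 3.97e-06) and Trip13, a checkpoint ATPase, 1.80 (adjusted p = 8.1e-08). Cmas, a sialic acid synthesis gene in the list, was lower at -1.82 (adjusted p = 3.72e-08). CIN70 shares 23 genes with a list of 53 mitosis genes, of which 49, 52 and 50 were higher in the same comparisons (49, 52 and 50 over the list alone). In the Apc model 14 CIN70 genes were higher and 2 lower in AT-20 than in A-36 (10 and 1 over the list alone). Tested with camera, the CIN70 list passed at a preset correlation, and gave adjusted p = 0.253, 0.22 and 0.212 with an estimated correlation. With SL29 libraries alone 45, 56 and 49 genes were higher. The mean log2 level of CIN70 relative to WT was 1.14 ± 0.13 in P-8 (SD, n = 3), 0.83 ± 0.19 in P-22 (n = 4) and 1.62 ± 0.06 in PT-11 (n = 5).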

GSEA analysis with the CIN70 set revealed increasing enrichment in Pten null and Pten;Tgfbr2 double null tumors (Fig 2F). Since FOXM1 targets were also enriched in the tumor samples based on ENCODE ChIP-seq data (Fig 2B), we also compared to a FOXM1 target gene set identified by ChIP-seq [43]. This gene set showed enrichment in the tumor samples, and further enrichment comparing double null to single null tumors (S2 Fig). 

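Nearly all mitotic targets of FOXM1 tested were higher in the tumors. Of 35 genes listed as FOXM1 targets, 33 were higher in P-22 than in WT, 35 in PT-11 than in WT and 32 in PT-11 than in P-22, and none was lower (limma; 33, 35 and 32 higher and 1, 0 and 0 lower when adjusted over the list alone). Gtse1, a microtubule-associated protein, had log2 fold changes of 4.02 (adjusted p = 1.18e-12) in PT-11 against WT and 2.16 (adjusted p = 2.45e-08) between the tumors. Cenpa, the centromeric histone, had 1.89 (adjusted p = 5.01e-06) and the phosphatase gene Cdc25b 1.92 (adjusted p = 4.14e-06) between the tumors. Plk1, a mitotic kinase that did not pass between the tumors, was at 0.69 (adjusted p = 0.112) there and at 2.92 (adjusted p = 5.39e-06) in P-22 against WT. Between AT-20 and A-36 4 were higher and 1 lower (2 and 1 over the list alone). The list was written from known targets and is not the ChIP-seq set of the study, which was not used here, and it shares 27 genes with the mitosis list. Set tests gave adjusted p = 0.253, 0.22 and 0.315 with an estimated correlation. Within the SL29 range 33, 34 and 31 genes were higher.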

Similar patterns were seen with other data-sets, including an embryonic stem cell (ESC) associated signature identified in a pan cancer analysis as being enriched in aggressive tumors [44] (S2 Fig). Although there is some overlap amongst the genes in these three data-sets, there are also large numbers of genes that are distinct to each, particularly when comparing the ESC and FOXM1 data-sets (S2B Fig). To confirm the changes seen in the RNA-seq data, we again performed qRT-PCR on wild type prostates and Pten single and double null tumors, probing a selection of the genes present in these three data sets. The majority of genes tested were increased in the Pten single null tumors and most increased when comparing double to single mutant tumors (Fig 2G). In this analysis we examined both Foxm1 and Mybl2, as these two transcription factors have been shown to co-regulate a number of the mitotic target genes that are present in these data sets. Both showed increased expression in the double mutant tumors, and similar patterns were seen with known target genes, such as Ccnb1. Together these analyses suggest that loss of TGFß signaling in the background of a Pten null prostate tumor further activates pro-proliferative and stem-like gene expression programs, which may already be initiated by the loss of Pten.

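Proliferation regulators rose at both steps, from wild type to Pten tumors and from these to Pten;Tgfbr2 tumors. Foxm1 was at 2.54 ± 1.56 RPM (SD, n = 4) in WT, 7.72 ± 2.32 (n = 4) in P-22 and 20.6 ± 5.14 (n = 5) in PT-11, with log2 fold changes of 1.52 (adjusted p = 0.000347) in P-22 against WT and 1.36 (adjusted p = 0.000425) between the tumors. Mybl2, which encodes the transcription factor B-Myb, had 1.12 (adjusted p = 0.0019) and 1.97 (adjusted p = 2.25e-06), and Ccnb1, which encodes cyclin B, 1.68 (adjusted p = 8.85e-05) and 1.79 (adjusted p = 1.43e-05). Of the 11 proliferation genes of Fig 2G, all 11 were higher in P-22 than in WT and 10 were higher in PT-11 than in P-22 (limma; 11 and 10 when adjusted over the list alone). Relative to WT their mean log2 level was 2.17 ± 0.30 in P-8 (SD, n = 3), 1.61 ± 0.37 in P-22 (n = 4) and 2.94 ± 0.18 in PT-11 (n = 5). The study selected these genes from gene sets tested on these samples, so their direction is not independent evidence. Of 21 pluripotency factors listed, 7 had values high enough to test. Between the tumors 5 of them were higher and 1 was lower (5 and 1 over the list alone), with Myc at 1.54 (adjusted p = 1.34e-08), while against WT P-22 had 2 higher and 1 lower (2 and 1 over the list alone). Klf2, which is also abundant in endothelium, was at 1.14 (adjusted p = 0.000294) in P-22 against WT. From higher expression of stem cell markers and of proliferation gene sets in the single mutants and again in the double mutants, the paper proposes that loss of TGFß signaling on a Pten null background further activates programs of proliferation and stem-like expression, which loss of Pten may already start.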

**Fig 2:**
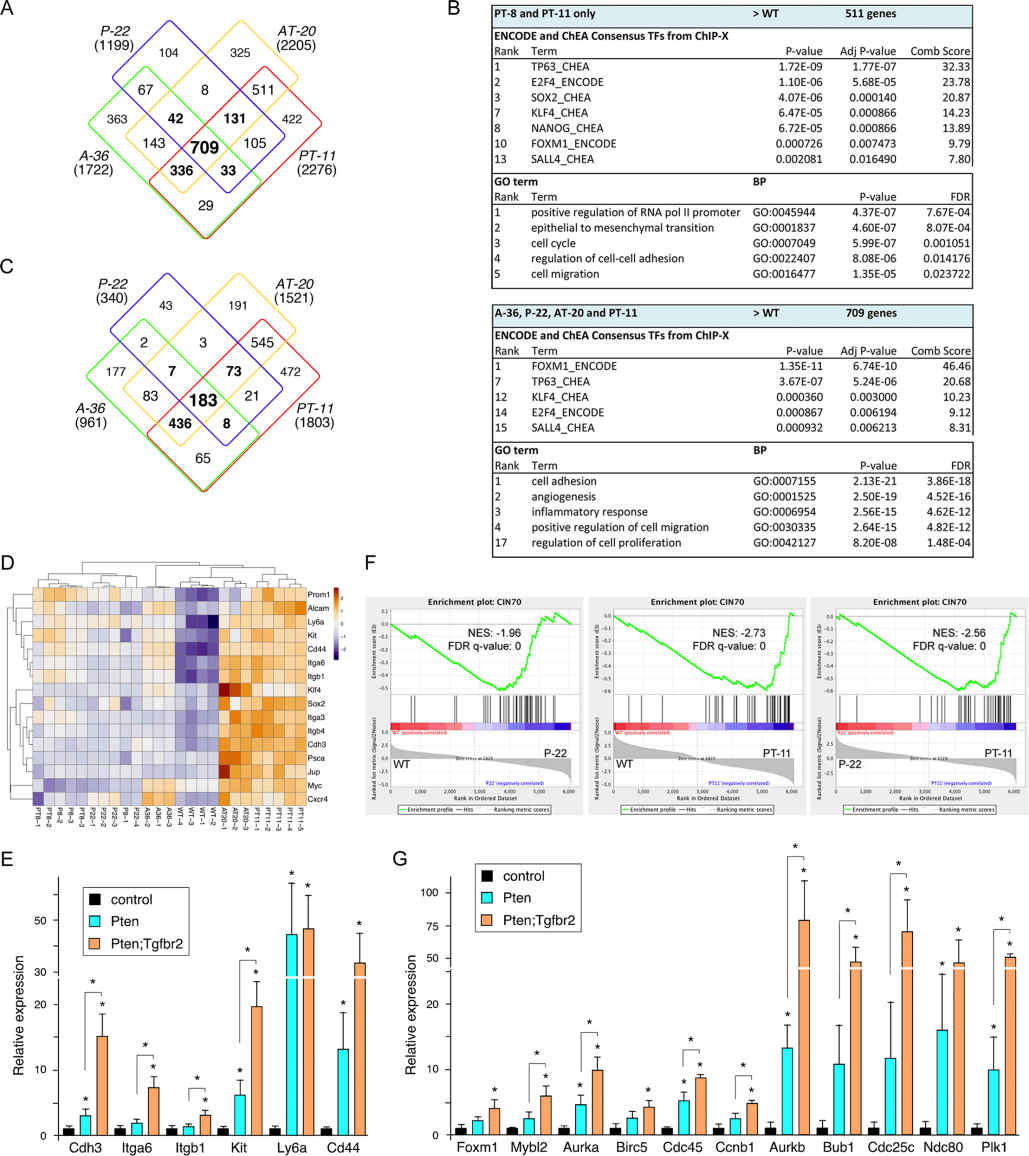
Expression of genes associated with proliferation and stem like function. A) Overlap between genes with increased expression (log2 fold change > +1.0, p adjusted < 0.0001) in tumors compared to wild type for each of the four tumor groups shown. B) Enrichment analysis for putative transcription factor binding and GO biological process terms in genes with increased expression in double mutant tumors or in all four groups. C) Overlap between genes with lower expression (log2 fold change < -1.0, p adjusted < 0.0001) in tumors compared to wild type for each of the four tumor groups shown. D) Heat-map showing relative changes in expression for a selection of genes with links to stem cell-like function in cancer. E) A selection of the gene expression changes from D were validated by qRT-PCR in Pten and Pten;Tgfbr2 tumors (N = 4 each) shown as mean + sd. F) GSEA analysis of the CIN70 dataset that is associated with more aggressive tumors. G) qRT-PCR validation in Pten and Pten;Tgfbr2 tumors of a selection of genes from the CIN70 set and from the other GSEA shown in S1 Fig. * p < 0.05 by student’s T test.

### Increased basal cells in Tgfbr2 null tumors

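Both basal keratins were among the most abundant transcripts of the older Pten;Tgfbr2 tumors. Krt5 was at 1903 ± 451 RPM (SD, n = 5) in PT-11, 91.8 ± 58.9 (n = 4) in P-22 and 36.5 ± 9.70 (n = 4) in WT, and Krt14 at 1124 ± 303, 37.1 ± 23.4 and 4.38 ± 1.89. By mean RPM in PT-11 Krt5 ranked 10 and Krt14 ranked 28 of the 16162 genes, and 6 and 13 among the 2260 genes higher there than in WT. Krt14 had a log2 fold change against WT of 7.91 (standard error 0.49, adjusted p = 2.94e-11, limma) and Krt5 of 5.69 (standard error 0.42, adjusted p = 2.93e-10). Against P-22 they were 5.11 (adjusted p = 6.25e-08) and 4.63 (adjusted p = 3.02e-08). Dsg3, a desmosomal cadherin of basal and stratified epithelial cells, had 5.00 (adjusted p = 2.35e-07) between the tumors. With SL29 libraries alone the log2 fold changes between PT-11 and P-22 were 5.44 for Krt14 and 5.02 for Krt5.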

Among the most highly expressed and significantly up-regulated genes in the 11-week old Pten;Tgfbr2 tumors were Krt5 and Krt14, two basal cell specific keratin genes. In addition, expression of the basal cell-enriched p53 paralog, Trp63, was significantly increased in Pten;Tgfbr2 tumors. 

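Trp63, which encodes the basal cell transcription factor p63, was higher in Pten;Tgfbr2 tumors. It was at 56.7 ± 10.3 RPM (SD, n = 5) in PT-11, 11.0 ± 4.79 (n = 4) in P-22 and 8.85 ± 2.30 (n = 4) in WT, a log2 fold change of 2.41 against P-22 (standard error 0.32, adjusted p = 3.43e-06, limma) and 2.62 (adjusted p = 3.15e-07) against WT. P-22 differed from WT by 0.21 (adjusted p = 0.638). Its rank by mean RPM in PT-11 was 2540 of 16162 genes, far below the basal keratins. The related gene Trp53 was at 0.90 (adjusted p = 7.03e-06) between the tumors.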

Comparing expression of three genes each that are representative of basal, luminal or neuroendocrine cells showed clear increases in expression of the basal genes in the double null tumors (Fig 3A). 

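Basal genes rose in the double mutants of both models, and the androgen receptor gene was lower in the older Pten;Tgfbr2 tumors. Krt5, Krt14 and Trp63 were all higher in AT-20 than in A-36, with log2 fold changes of 4.06 (adjusted p = 2.87e-06), 4.13 (adjusted p = 1.52e-05) and 2.14 (adjusted p = 0.000208) in limma. Of the luminal genes, Krt8 was at 0.29 (adjusted p = 0.411) and Krt18 at 0.05 (adjusted p = 0.84) between PT-11 and P-22, and neither passed. Ar, which encodes the androgen receptor, was lower at -1.02 (adjusted p = 0.000177) between PT-11 and P-22. Among the neuroendocrine genes, between PT-11 and P-22 Eno2 was at 0.39 (adjusted p = 0.448) and synaptophysin (Syp) at -0.47 (adjusted p = 0.305), and chromogranin A (Chga) was at 0.80 (adjusted p = 0.0534). Adjusted over the list alone, 3 of 3 basal genes were higher in PT-11 than in P-22 and in AT-20 than in A-36, 1 of 3 luminal genes was lower in PT-11 than in P-22 and 2 were lower in AT-20 than in A-36, and no neuroendocrine gene passed in either. The genes shown by qRT-PCR in Fig 3B as luminal, Nkx3-1, Gstk1 and Chka, were also lower in PT-11 than in P-22, at -4.94 (adjusted p = 4.53e-08), -3.11 (adjusted p = 3.38e-07) and -2.20 (adjusted p = 1.68e-06) (3 of 3 adjusted over the list alone).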

Luminal specific genes were generally lower in the Apc-based tumors. 

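More luminal cell markers were lower than higher in both Apc groups against wild type prostate. Ar was at 117 ± 13.3 RPM (SD, n = 4) in WT, 62.8 ± 3.95 (n = 3) in A-36 and 39.5 ± 15.4 (n = 3) in AT-20, log2 fold changes of -0.89 (adjusted p = 0.00146) and -1.64 (adjusted p = 1.39e-06) in limma. The luminal keratin Krt18 had -0.85 (adjusted p = 0.00128) and -1.77 (adjusted p = 2.26e-07), and Krt8, which passed in neither group, had -0.21 (adjusted p = 0.583) and -0.55 (adjusted p = 0.139). Of 19 luminal cell markers tested, 9 were lower and 2 higher in A-36 than in WT, and 12 were lower and 3 higher in AT-20 (9, 2, 12 and 3 when adjusted over the list alone). Hoxb13, a homeobox gene of the prostate, had -2.81 (adjusted p = 1.89e-07) and -5.36 (adjusted p = 1.56e-11), and Spdef, an epithelial transcription factor, -3.13 (adjusted p = 1.09e-06) and -5.37 (adjusted p = 4.14e-10). Between AT-20 and A-36 9 were lower and 3 higher (10 and 3 over the list alone). All A-36 and AT-20 libraries are in the SL40 range and all WT libraries in SL29.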

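Neuroendocrine genes were low and variable in the 8-week tumors. Synaptophysin (Syp) was at 0.582 ± 0.257 RPM (SD, n = 4) in WT, 4.84 ± 3.87 (n = 3) in P-8 and 2.77 ± 2.12 (n = 3) in PT-8, with log2 fold changes of 2.04 (adjusted p = 0.000758) and 1.44 (adjusted p = 0.00893) in limma. Neuron-specific enolase (Eno2) was at 0.930 ± 0.384 in WT, 9.81 ± 3.26 in P-8 and 6.34 ± 3.22 in PT-8, with 2.84 (adjusted p = 7.17e-05) and 2.19 (adjusted p = 0.000662). Chromogranin A (Chga) was at 1.06 ± 0.343, 2.12 ± 0.981 and 1.24 ± 0.497, with 0.70 (adjusted p = 0.146) and 0.15 (adjusted p = 0.777). Of 12 neuroendocrine cell markers tested, 8 were higher in P-8 and 8 in PT-8, and none was lower (8 and 8 when adjusted over the list alone). Scg2, which encodes a secretogranin, had 3.44 (adjusted p = 9.72e-07) and 2.55 (adjusted p = 1.55e-05), and Snap25, a synaptic vesicle fusion protein, 3.47 (adjusted p = 1.89e-05) and 2.54 (adjusted p = 0.000346). Schwann cell markers were higher in the same tumors, with 3 of 5 genes passing in P-8 and 4 in PT-8 (3 and 4 over the list alone), among them the myelin gene Mpz at 2.74 (adjusted p = 0.000409) and 2.57 (adjusted p = 0.000599).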

There was some apparent increase in neuroendocrine genes in the 8-week tumors, but it should be noted that expression of these genes is very low and quite variable, and the changes did not reach statistical significance. Increased expression of Trp63 and the two basal keratins in Pten;Tgfbr2 tumors was validated by qRT-PCR, and for at least some luminal-enriched genes we observed a decrease in expression (Fig 3B). The basal cell population has been thought to contain stem cells that can regenerate the entire prostate, although recent evidence suggests that such stem cells may also reside in the luminal population [29, 30]. Analysis of luminal and basal/progenitor-like cell populations isolated from normal mouse prostate, based on expression of fluorescent marker transgenes, identified gene expression signatures associated with each [45]. 

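Basal cell markers were higher and luminal cell markers lower in the older Pten;Tgfbr2 tumors than in the 22-week Pten tumors. Of 24 basal markers, 21 were higher in PT-11 than in P-22 and none was lower (limma; 22 higher when adjusted over the list alone). Against WT, 17 were higher in P-22 and 23 in PT-11 (18 and 23 over the list alone). Serpinb5, which encodes maspin, was at 2.72 (adjusted p = 1.16e-06) in P-22 against WT, and Krt17, a keratin of basal cells, at 4.02 (adjusted p = 5.86e-07) between the tumors. Lamc2 and Dst did not pass between the tumors, at 0.61 (adjusted p = 0.0589) and 0.24 (adjusted p = 0.284). Of 19 luminal markers, 13 were lower and 2 higher in PT-11 than in P-22 (13 and 2 over the list alone). The prostate homeobox gene Hoxb13 had -3.57 (adjusted p = 4.86e-09) and the peptidase gene Dpp4 -3.96 (adjusted p = 1.44e-08), and the higher ones were Prom1, a membrane protein, at 1.09 (adjusted p = 0.0178) and Acpp, an acid phosphatase of the prostate named after its values were seen, at 1.14 (adjusted p = 0.00278). Against WT 5 luminal markers were higher and 7 lower in P-22, and 5 higher and 11 lower in PT-11 (5, 7, 5 and 11 over the list alone). Scaled by library totals 8 luminal markers were higher in P-22 than in WT, and without P-22 library SL29604, P-22 library SL40443 or PT-11 library SL29609 only 1 was higher between the tumors. Between the tumors the median log2 fold change was 2.43 for basal markers, -1.41 for luminal markers, -1.86 for smooth muscle markers and -1.61 for lymphocyte markers. The lists were written from known markers and are not the sorted-cell signatures of the study, which were not used here. Tested with camera they gave adjusted p = 0.12 for basal and adjusted p = 0.228 for luminal markers with an estimated correlation between the tumors, and for basal markers adjusted p = 0.253 in P-22 and adjusted p = 0.146 in PT-11 against WT, also with an estimated correlation.

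**Figure D2:**
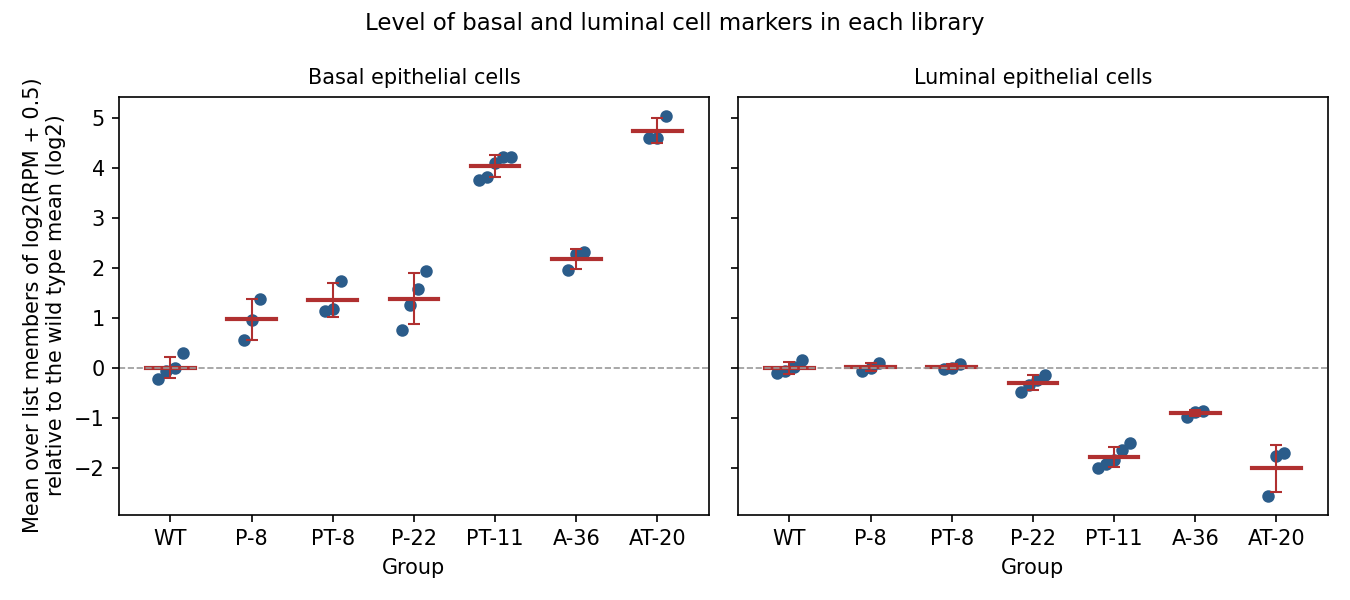
Mean level of 24 basal cell markers (left) and 19 luminal cell markers (right) in each library, as log2(RPM + 0.5) relative to the mean of the WT libraries. Each point is a library, and the red bar and whiskers give the mean and SD of the group named on the horizontal axis. PT-11 lies at 4.02 ± 0.22 for basal and -1.79 ± 0.20 for luminal markers, and P-22 at 1.38 ± 0.50 and -0.30 ± 0.14 (SD).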

Comparison of our RNA-seq data to these two data-sets revealed enrichment of the basal/progenitor gene set in the Pten;Tgfbr2 tumors and an enrichment of the luminal signature in Pten single null tumors when compared to the double nulls (Fig 3C). Normal prostate ducts in the mouse are primarily composed of a single layer of luminal epithelial cells with an incomplete basal layer surrounding it. Immunofluorescent detection of basal (Krt5) and luminal (Krt8) keratins showed that this organization is not altered in the absence of Tgfbr2 and, as previously reported, there is no significant phenotype associated with loss of Tgfbr2 alone (Fig 3D) [19, 20]. Where HGPIN was observed in the Pten single mutant tumors, the ducts become filled with luminal cells, a pattern that was also seen in HGPIN ducts in the double mutant tumors. However, in the Pten;Tgfbr2 tumors, a large proportion of the invasive cancer consisted of cells that were strongly positive for Krt5, with Krt8 cells intermixed (Fig 3D). To better characterize the cell types present in the Pten;Tgfbr2 tumors we examined expression of additional markers. The androgen receptor (AR) was highly expressed in luminal cells in intact ducts that were also strongly Krt8 positive. AR was present at a lower level in the Krt5 positive invasive cancer, and was clearly absent from stromal cells (Fig 3E). Trp63 expression was largely absent from cells that stained strongly for Krt8, but was clearly present in Krt5 positive cells, consistent with these being basal cells (Fig 3F). Thus deletion of Tgfbr2 in the context of a tumor initiating mutation results in an increase in the basal cell population together with a rapid transition to invasive cancer.

**Fig 3:**
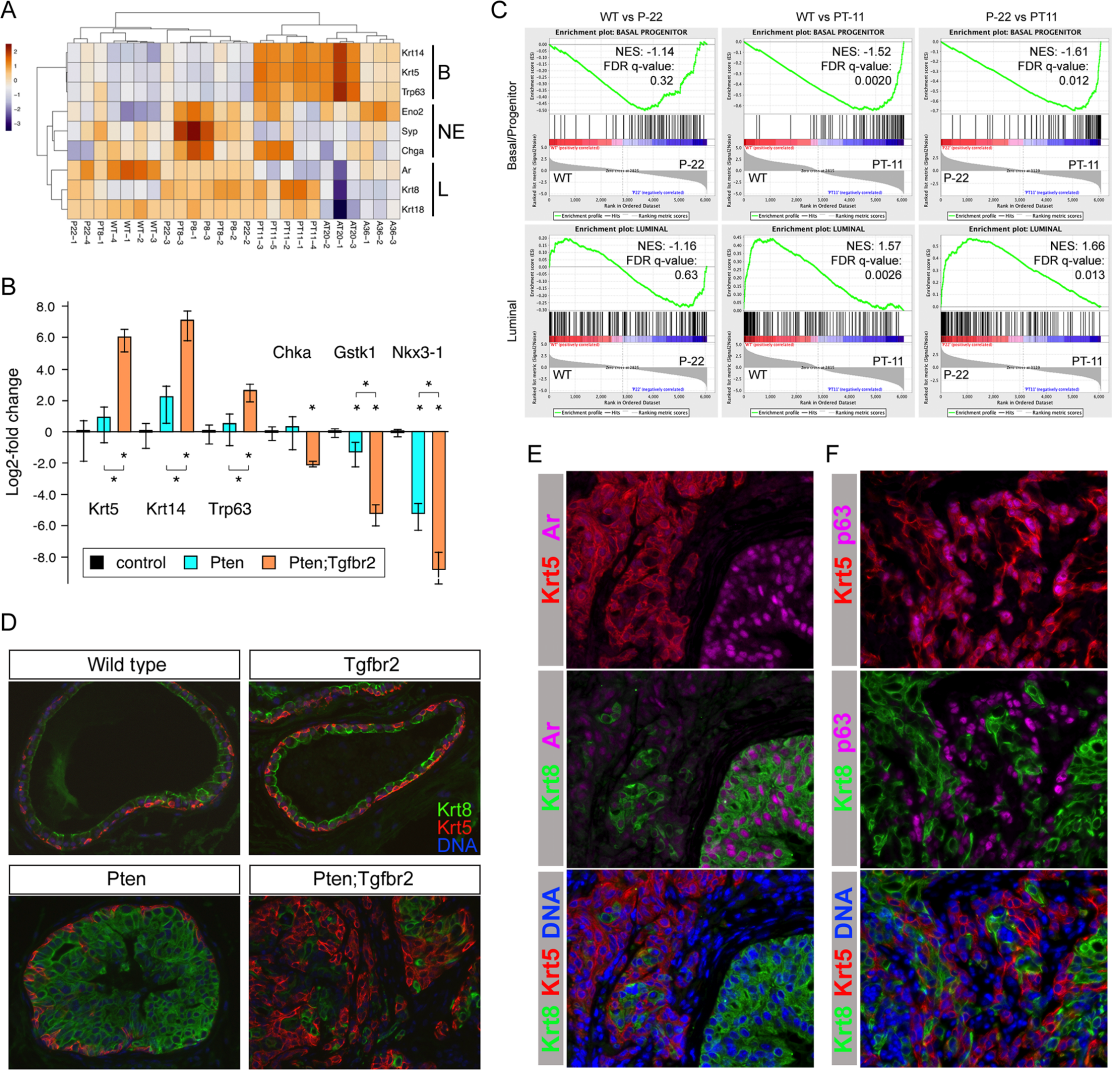
Increased basal cells in invasive cancer. A) Heat-map showing relative changes in expression for a small panel of genes indicative of luminal (L), basal (B) or neuroendocrine (NE) cell types. B) qRT-PCR analysis of three basal and three luminal enriched genes (plotted as log2-fold change) in Pten and Pten;Tgfbr2 tumors (N = 4 each) shown as mean + sd. * p < 0.05 by student’s T test. C) GSEA comparing P-22 to wild type, PT-11 to wild type and PT-11 to P-22 tumors, showing enrichment of basal/progenitor genes in the Pten;Tgfbr2 tumors and of a luminal signature in Pten tumors. D) IF analysis of prostate samples of the indicated genotypes for luminal (Krt8) and basal (Krt5) markers. Merged images only shown. E) Analysis of Krt5, Krt8 and Ar expression by IF. Merged images of Krt5 or Krt8 with Ar, and Krt5, Krt8 and DNA are shown. F) Analysis of Krt5, Krt8 and p63 expression by IF. Merged images of Krt5 or Krt8 with p63, and Krt5, Krt8 and DNA are shown. E and F from analysis of Pten;Tgfbr2 tumors.

### Increased basal cell proliferation in invasive cancer

To better assess the increase in basal cell numbers in the Pten;Tgfbr2 tumors we stained a series of Pten and Pten;Tgfbr2 null samples for both Krt5 and Krt8 and quantified the proportion of cells in each. As shown in Fig 4A, in Pten null tumors HGPIN was composed of more than 90% luminal cells at all ages examined. Even in invasive cancers in older Pten null tumors, most of the invasive cells were luminal (Fig 4A and S3 Fig). Similarly, in Pten;Tgfbr2 tumors HGPIN was primarily luminal, with no significant difference in the proportion of basal cells compared to HGPIN in the Pten null. In contrast, in invasive regions in the Pten;Tgfbr2 tumors there were more than twice as many basal as luminal cells (Fig 4A). While performing this analysis we also examined the number of cells that were positive for both basal and luminal keratins. These cells were extremely rare in HGPIN in Pten;Tgfbr2 tumors, but were slightly increased in the invasive cancer (Fig 4B). However, it should be noted that even in the invasive cancer these dual positive cells were still only a very small fraction of the total.

**Fig 4:**
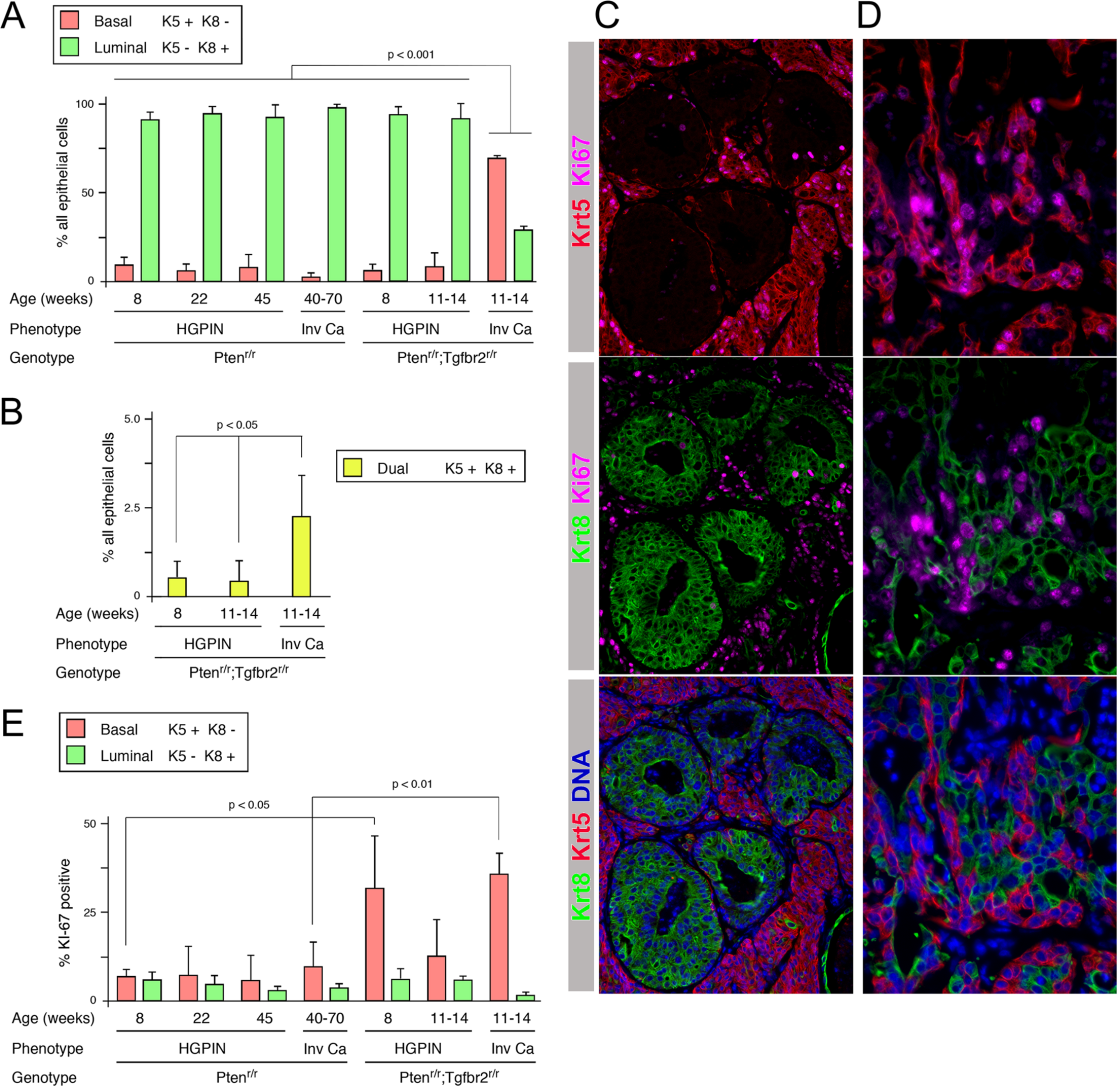
Increased basal cell proliferation in Tgfbr2 mutant tumors. A) A quantification of the proportion of basal and luminal cells in tumors of the indicated ages, genotypes and phenotypes. B) The percentage of Krt5/Krt8 dual positive cells is shown, as in A. C and D) representative images of Pten;Tgfbr2 tumors stained for Krt5, Krt8 and Ki67 (and with Hoechst 33342 for DNA) are shown (Krt5 plus Ki67 –top, Krt8 plus Ki67 –center, Krt5, Krt8 and DNA–bottom). C shows a region with both invasive cancer and HGPIN. D shows invasive cancer at higher magnification. E) Quantification of the proportion of proliferating (Ki67 positive) basal and luminal cells in tumors of the indicated ages, genotypes and phenotypes (For A, B, E: N = 3–5 mice per group, >180 cells counted per mouse).

Given the increased frequency of basal cells, we tested whether this was due to a specific increase in basal cell proliferation. We examined a panel of tumors for expression of both Krt5 and Krt8, together with Ki67 to identify actively proliferating cells within each population. In Pten;Tgfbr2 tumors, the invasive cancer was highly proliferative and was largely Krt5-high and Krt8-low, whereas fewer cells stained positive for Ki67 in intact HGPIN ducts that were luminal (Fig 4C). Closer examination of regions of invasive cancer in which both basal and luminal cells were present suggested that within the invasive cancer more Krt5-high cells were proliferating than Krt8-high cells (Fig 4D). When we quantified this across both genotypes and a range of ages and phenotypes, there was little difference between proliferative rates in basal and luminal cells in HGPIN, except in early Pten;Tgfbr2 tumors, where there was an increased rate in the basal cells compared to the luminal, although these numbers were quite variable (Fig 4E). The most striking difference was the high proliferation rate of basal cells in invasive cancer in the Pten;Tgfbr2 tumors compared to those in the Pten or in intact HGPIN ducts in the same animals, consistent with a preferential effect of TGFß signaling on basal cell proliferation. It is also possible that luminal to basal de-differentiation contributes to the increase in basal cells in the invasive tumors, although these data clearly show a role for increased basal cell proliferation.

As discussed before, the majority of human CaP exhibits a luminal phenotype. However, there has been some interest in basal and luminal subtyping of human CaP by the identification of gene expression signatures that correlate with disease progression. Analysis of human CaP data using a 50 gene set that had been shown to distinguish the four types of human breast cancer, identified three human CaP subtypes that matched the luminal A, luminal B and basal subtypes from this gene set [46, 47]. 

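Most proliferation genes of the PAM50 set were higher in the older Pten;Tgfbr2 tumors than in the 22-week Pten tumors. Of 21 proliferation genes, 20 were higher in PT-11 than in P-22 and none was lower, and 5 were higher in AT-20 than in A-36 (limma; 20 and 4 when adjusted over the list alone). Cep55, which acts in the last step of cell division, had a log2 fold change of 1.78 (adjusted p = 9.73e-05) between PT-11 and P-22. Of 10 basal genes, 7 were higher and 2 lower between PT-11 and P-22, and 7 higher and 2 lower between AT-20 and A-36 (the same counts over the list alone). The lower ones between PT-11 and P-22 were Mia1, a secreted protein gene, at -3.04 (adjusted p = 1.32e-10) and Phgdh, an enzyme of serine synthesis chosen after its values were seen, at -1.42 (adjusted p = 3.3e-05). Of 18 luminal and hormone receptor genes, 4 were higher, 5 lower and 9 did not pass between PT-11 and P-22 (4 and 5 over the list alone), and 5 were higher and 1 lower between AT-20 and A-36 (5 and 1 over the list alone). Mlph, melanophilin, had -2.34 (adjusted p = 7.14e-05) and the estrogen receptor gene Esr1 -0.64 (adjusted p = 0.0057) between PT-11 and P-22. The PAM50 genes were grouped here by known function, not by the color code of S4A Fig, and 5 of the basal genes are also in the list of basal cell markers. Set tests between PT-11 and P-22 gave adjusted p = 0.289 for proliferation and adjusted p = 0.212 for basal genes with an estimated correlation. For the luminal group the median was 0.04 and the mean -0.04.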

Comparison of our RNA-seq data with this gene set suggested a preferential enrichment for increased expression of genes associated with the luminal B subtype, rather than the basal signature, in the double null tumors (S4A Fig). Comparison to a different 37 gene signature, that again identified two luminal subtypes and one basal human CaP subtype [48], suggested increased expression of the genes indicative of the more aggressive of the two luminal signatures in the *Pten;Tgfbr2* double null tumors (S4B and S4C Fig). Thus, although there is a significant basal cell component to these tumors, they appear to contain links to gene expression signatures indicative of aggressive luminal tumors.

### Invasive prostate cancer with luminal specific deletion of Pten and Tgfbr2

Human prostate cancer cells typically have a luminal phenotype, whereas in the PbCre4 model the Cre is expressed in both basal and luminal cells and deletion of Tgfbr2 appears to activate basal cell proliferation. Therefore, we examined the effect of deleting Pten and Tgfbr2 specifically in luminal cells. To do this we combined the conditional alleles of Pten and Tgfbr2 with a lineage tracing marker (mTmG) and a tamoxifen inducible Krt8-Cre transgene [49, 50]. This combination allows for deletion specifically in luminal epithelial cells, and an ability to permanently track which cells have undergone Cre activation by examining expression of GFP following excision of the STOP cassette. To induce recombination driven by the Krt8-CreERT2 we initiated tamoxifen treatment by gavage at four weeks of age and examined tissues by IF detection of the GFP lineage tracing allele to determine whether there was significant recombination in the prostate. Co-staining for GFP together with Krt8 and Krt5 revealed a clear overlap between the GFP signal and Krt8, whereas basal cells lacked detectable GFP expression (Fig 5A). From examination of 59 GFP positive normal ducts and 115 ducts with focal PIN from six mice at 2–6 weeks post-tamoxifen we did not identify any clearly GFP positive basal cells. In some cases where GFP positive luminal cells were directly adjacent to a basal cell it may be difficult to exclude partial co-localization of the GFP and Krt5 signal. However, we never observed GFP signal close to a basal cell without adjacent luminal cells that were clearly GFP positive (see Fig 5A). Furthermore, by confocal analysis we were unable to detect any GFP signal that was clearly present in a basal (Krt5 positive) cell (Fig 5B and S5A Fig). Co-staining of prostates six weeks after tamoxifen for GFP and pAkt showed that Akt was activated in GFP positive cells, consistent with loss of Pten in these cells (S5B Fig). Similarly, Tgfbr2 expression was reduced in GFP positive cells compared to adjacent GFP negative cells (S5C Fig). Together with previous analyses that have used this transgene to drive luminal specific deletions [29], this suggests that if deletion occurs in cells other than luminal cells it is extremely rare.

**Fig 5:**
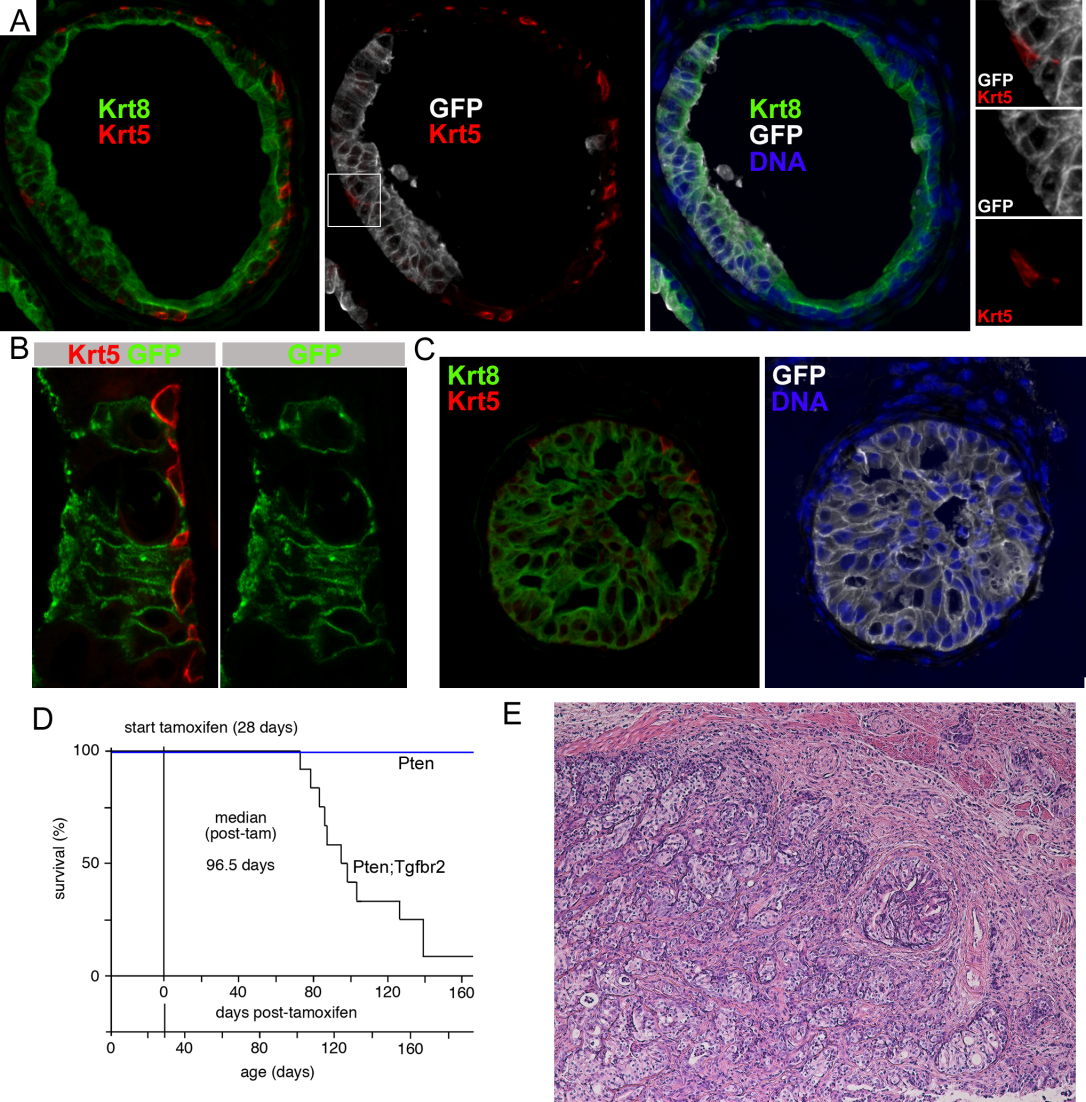
Luminal-specific deletion of Pten and Tgfbr2 causes invasive cancer. A) IF analysis of Krt5, Krt8, GFP and DNA in prostate from mice with a Krt8-CreERT2 transgene, a GFP recombination reporter and conditional Pten and Tgfbr2 alleles. Images are from 5 weeks after tamoxifen treatment. The boxed region in the center panel is shown at higher resolution on the right. B) Confocal imaging of Krt5 and GFP in prostate 4 weeks after tamoxifen. C) IF analysis for Krt5, Krt8, GFP and DNA in an HGPIN duct at 8 weeks after tamoxifen. D) Survival analysis of a cohort of 12 mice with conditional Pten and Tgfbr2 alleles and six Pten mice following initiation of tamoxifen treatment at 4 weeks of age. E) H&E staining of a region of invasive cancer in a Krt8-Cre Pten;Tgfbr2 tumor from a mouse that was euthanized for tumor burden at ~12 weeks post-tamoxifen.

To examine the initial phenotype resulting from deletion of Pten and Tgfbr2 in luminal cells we examined GFP expression at 5–6 weeks post-tamoxifen treatment. At this stage we observed a range of phenotypes from normal tissue to HGPIN, with all HGPIN ducts containing GFP positive cells. The proportion of GFP positive cells in ducts with HGPIN was significantly higher than in non-phenotypic ducts, with the mean proportion of GFP positive cells per duct being 25% at this stage, rising to almost 70% for HGPIN ducts (S6A Fig). Among 143 ducts examined 106 had GFP positive cells, with none of the GFP negative ducts exhibiting any phenotype, whereas, all HGPIN ducts were GFP positive (S6B and S6C Fig). In ducts with HGPIN, the GFP positive cells were strongly positive for Krt8, and basal cells at the edges of the ducts did not have GFP signal (Fig 5C). We next followed twelve Pten;Tgfbr2 Krt8-CreERT2 mice after tamoxifen treatment beginning at 4 weeks of age to examine survival of these mice. Of the twelve, eleven had to be euthanized for tumor burden by 20 weeks post-tamoxifen treatment. All eleven had large prostate tumors with extensive invasive adenocarcinoma, and were euthanized for bladder obstruction, with a median survival time of about 97 days post-tamoxifen treatment (or about 125 days of age) (Fig 5D and 5E). The final mouse was euthanized at 24 weeks after starting treatment and found to have HGPIN, but no invasive cancer. Examination of individual lobes suggested that the ventral prostate was most severely affected, with the anterior having the mildest phenotype (S6D Fig). We also tested different dosing schedules for the tamoxifen, which resulted in similar terminal phenotypes, but with much more variable lag times and lower penetrance (S6E and S6F Fig). As a comparison we treated mice with only conditional Pten alleles using the more robust treatment protocol and found that these mice had extensive HGPIN, but none had progressed to invasive cancer even by 40 weeks after treatment. Taken together, these data suggest that deletion of Pten and Tgfbr2 together specifically in luminal cells results in rapid progression to invasive cancer that is not seen with deletion of Pten alone.

### De-differentiation of luminal Pten;Tgfbr2 null cells

We next examined the cell types present in HGPIN and invasive cancer from the Krt8-Cre driven Pten;Tgfbr2 tumors. As shown in Fig 5C, prostate ducts with HGPIN from mice at 4–8 weeks after tamoxifen induction were exclusively Krt8 positive, with rare basal (Krt5 positive) cells that lacked GFP signal at the edges. However, when we examined invasive cancer from mice that had been euthanized for tumor burden, there was a considerable overlap between Krt5 and GFP signals (Fig 6A). More surprisingly, much of the Krt5 positive invasive cancer was also positive for Krt8, suggesting co-expression of both basal and luminal keratins. Closer examination of more isolated cells, where apparently overlapping keratin signals were unable to come from adjacent cells showed that both Krt5 and Krt8 were indeed expressed within the same cell, and that both signals were surrounded by the membrane targeted GFP recombination marker (Fig 6B). In advanced invasive cancer (all of which was GFP positive) we observed three distinct classes of keratin staining: Cells with high Krt8 and very low or absent Krt5 signal, as would be predicted from the Krt8-Cre driver, cells with high to intermediate levels of both Krt5 and Krt8, and those that had high Krt5 with little or no Krt8. Quantification of the number of basal (Krt5 high;Krt8 low/absent), luminal (Krt5 low/absent;Krt8 high) and dual positive cells from multiple tumors showed a significant increase in basal and dual positive cells in the invasive cancer compared to HGPIN, with a concomitant decrease in luminal cells (Fig 6C). Examination of invasive cancers from the Krt8-Cre model did not reveal any overt squamous differentiation, as seen in *Apc;Tgfbr2* null mouse prostate tumors, for example (S7A–S7C Fig) [19]. Gene expression analysis of PbCre Pten;Tgfbr2 tumors indicated extremely low expression of neuroendocrine markers, including synaptophysin. Similarly, analysis of synaptophysin in Krt8-Cre invasive tumors suggests that neuroendocrine differentiation in this model is extremely rare (S7D Fig). Thus it appears that luminal differentiation to dual positive and basal cells is the main effect of Tgfbr2 deletion in this model. 

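In PT-11 synaptophysin (Syp) was at 0.303 ± 0.352 RPM (SD, n = 5), chromogranin A (Chga) at 1.57 ± 0.861 and neuron-specific enolase (Eno2) at 4.96 ± 3.63. Against WT their log2 fold changes were -0.49 (adjusted p = 0.264), 0.32 (adjusted p = 0.428) and 1.65 (adjusted p = 0.00126) in limma. Of 12 neuroendocrine cell markers tested, 2 were higher in PT-11 than in WT, none was lower and 10 did not pass (2 higher when adjusted over the list alone). The markers that passed were Eno2 and Calca, a calcitonin gene peptide, at 1.57 (adjusted p = 0.00504). Chgb, which encodes a secretogranin, was at 0.200 ± 0.263 RPM (SD, n = 5), with 0.01 (adjusted p = 0.986) against WT.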

We next examined proliferation by staining for Ki67 together with Krt5 and Krt8. As in the PbCre4 model, the majority of proliferating cells were basal rather than luminal in invasive cancer (Fig 6D and 6E). Proliferation in luminal cells increased from HGPIN to invasive cancer, with basal cell proliferation being even higher (Fig 6D). However, the proliferation rate of dual positive cells was not increased relative to luminal cells and was significantly lower than in basal cells, suggesting that the increase in their numbers is not due to rapid proliferation of rare dual positive cells present in HGPIN or early invasive tumors.

**Fig 6:**
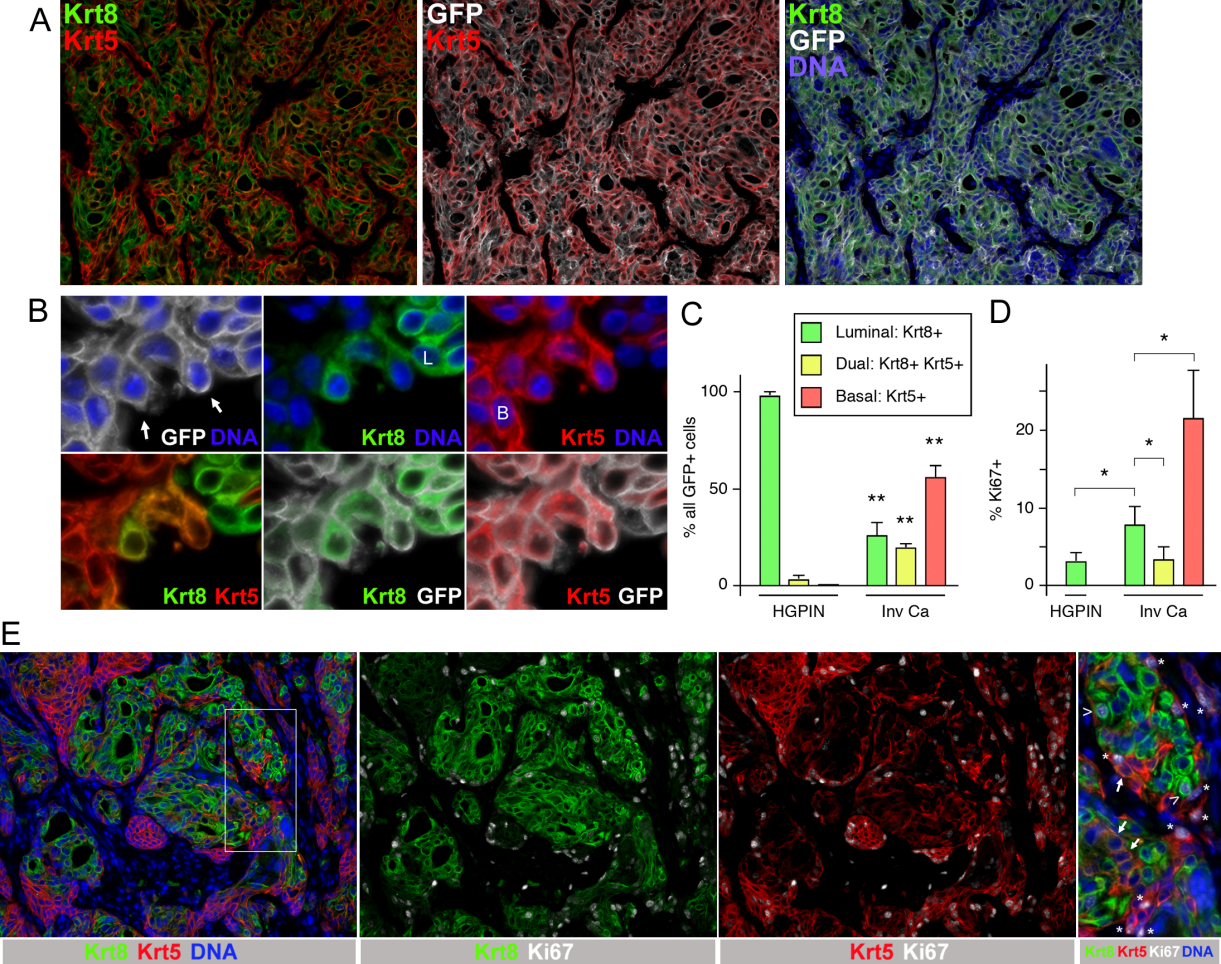
Increased numbers of dual positive cells in invasive cancer. A) Invasive cancer from a mouse at 12 weeks post-tamoxifen was analyzed by IF for Krt5, Krt8, GFP and DNA. Note the large amounts of basal cells (Krt5+) and dual positive cells (Krt8+/Krt5+) despite the initial luminal specific deletion. B) Higher resolution images of cells at the edge of an invasive region showing co-localization of Krt5 and Krt8 within individual cells (B: basal, L: luminal, arrows dual positive). C) Quantification of the proportions of luminal, basal and dual positive cells in regions of HGPIN and invasive cancer from Krt8-Cre Pten;Tgfbr2 mice euthanized for tumor burden. Only GFP positive cells were analyzed (three mice each, > 500 cells for HGPIN, 79–144 each for invasive cancer). D) Quantification of the proportion of proliferating (Ki67 positive) basal, dual positive and luminal cells in HGPIN and invasive cancer (four mice, 296–2250 cells each). E) A representative region of invasive cancer is shown, stained for Krt5, Krt8 and Ki67 (and for DNA). The region boxed in the left hand panel is shown at higher magnification, with Ki67 positive luminal cells (arrow heads) and basal cells (asterisks) indicated. Arrows show dual positive cells which in this region are negative for Ki67.

### Increased dual positive cells in early metastases

In the lungs of six of seven Krt8-CreERT2 Pten;Tgfbr2 mice examined we identified metastases, which were positive for GFP. In larger metastases, we observed a mix of basal, luminal and dual positive cells that was similar to that seen in the primary tumors, as evidenced by staining for Krt5 and Krt8 (Fig 7A). Since the Krt8-CreERT2 driver is not specific to the prostate we also examined potential lung metastases for AR and Trp63. As shown in Fig 7B, GFP positive cells were positive for AR, with higher AR expression generally seen in Krt8+ GFP+ cells. The majority of GFP+ cells clearly expressed AR, with higher levels in Krt8+ cells, whereas no AR expression was detected in adjacent lung tissue (S8 Fig). A proportion of GFP positive cells within the lung were also Trp63 positive, and this signal was primarily distinct from Krt8+ cells consistent with these being basal cells (Fig 7C). This marker analysis indicates a similar expression pattern in lung tumors to that seen in the primary invasive prostate cancer. Thus metastasis from prostate is the most likely explanation for these GFP+ AR+ tumors in lung, although we cannot definitively rule out that some lung tumors are not derived from prostate metastases. While examining the cell types present in GFP positive lesions in the lungs of these mice, we noticed that most cells in lung micro-metastases were strongly positive for both Krt5 and Krt8, consistent with these smaller metastases being primarily composed of dual positive cells (Fig 7D). We previously reported frequent micro-metastases to the lungs of mice with prostate specific Pten and Tgfbr2 deletion using the PbCre4 driver [20]. In the primary tumors of these animals dual positive cells were very rare compared to the relatively high frequency seen in the Krt8-Cre model (see Fig 4B). Given the different balance of cell types in these two models, we examined the cell types present in lung micro-metastases from the PbCre4 tumors. As shown in Fig 7E, lung metastases frequently contained a large proportion of cells with high levels of both basal and luminal keratins. When we quantified this across 42 independent lung micro-metastases, we found that almost 40% of the cells examined were dual positive, with a similar proportion being basal, and only 20% luminal (Fig 7F). More than 90% of the metastases examined contained dual positive cells, with the remaining three metastases composed entirely of basal cells (Fig 7F). However, as we only examined a single section for each, it remains possible that other cell types were missed. Since the frequency of dual positive cells in the primary tumors in the PbCre4 model is very low, these data suggest that micro-metastases are either preferentially derived from this rare population, or that the cells that generate metastases have increased lineage plasticity once they seed the lung.

**Fig 7:**
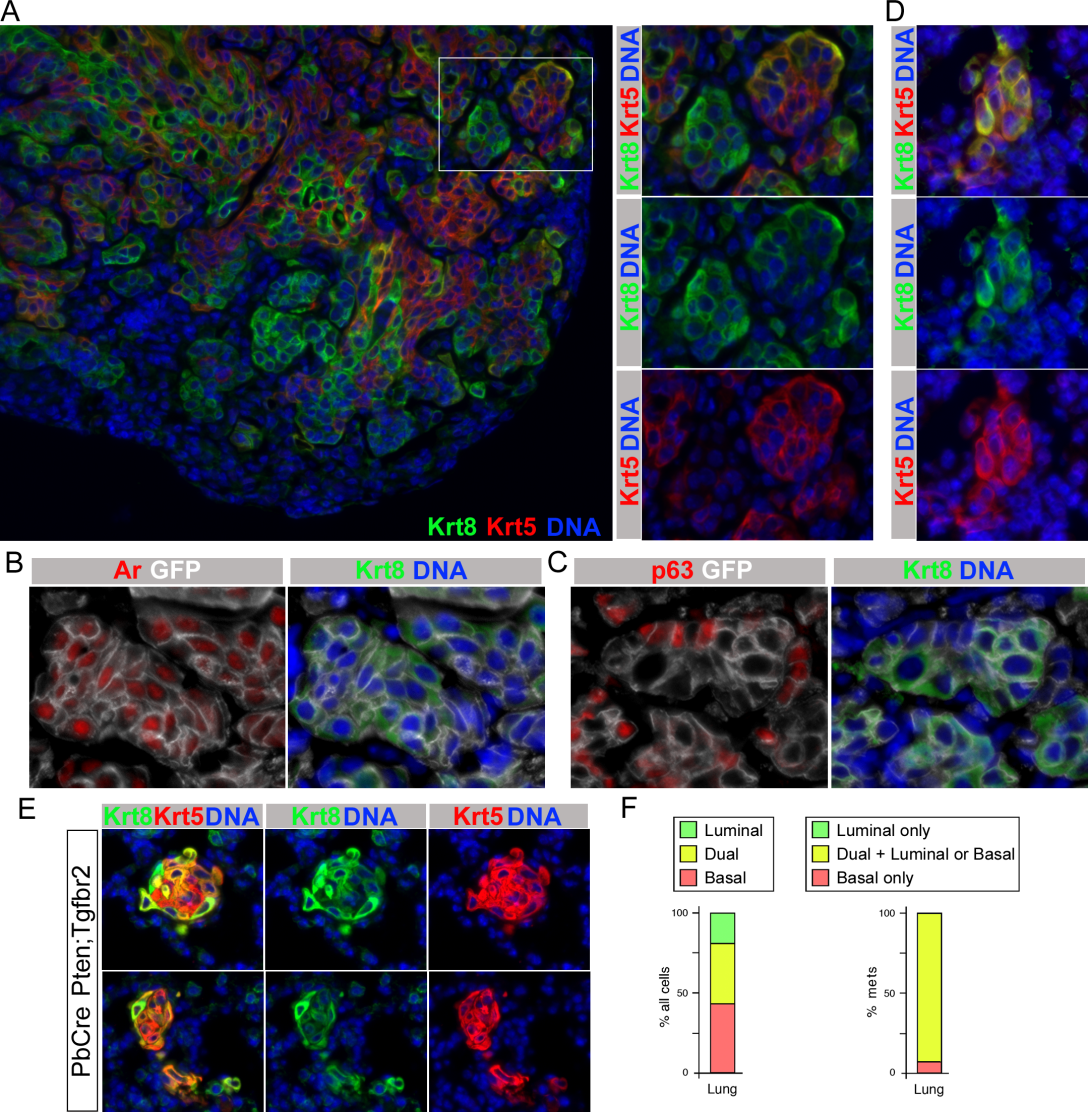
Analysis of cell types in lung metastases. A) A large lung metastasis from a Krt8-CreERT2 Pten;Tgfbr2 mouse stained for Krt5 and Krt8 is shown. The boxed region is magnified to the right, showing a mix of basal, luminal and dual positive cells, as in primary tumors. B) Lung metastasis staining for Krt8, Ar and GFP indicating prostate origin of the tumor. C) Krt8, p63, GFP staining indicating the presence of both basal and luminal cells in lung metastases. D) Krt5 and Krt8 staining of a lung micro-metastasis form a Krt8-CreERT2 Pten;Tgfbr2 mouse showing high proportion of dual positive cells. E) Two examples of lung micro-metastases from the PbCre4 Pten;Tgfbr2 model stained for Krt5, Krt8 and DNA. F) Quantification of the proportion of luminal, basal and dual positive cells in 42 lung micro-metastases (241 cells total) from PbCre4 Pten;Tgfbr2 mice. Left shows the percentage of individual cells of each type across all metastases. The right hand panel shows the proportion of metastases that were scored as either basal only, luminal only, or contained at least some dual positive cells, either exclusively or together with basal and or luminal cells.

Given that de-differentiated dual positive cells in these Pten;Tgfbr2 CaP models appear to drive invasion and metastasis, we examined whether cells with expression of both basal and luminal keratins were present in human CaP. We examined a panel of human CaP samples by IF for both Krt5 and Krt8. Of the 138 informative samples included on three tissue microarrays (21% Gleason 5–6, 68% Gleason 7–8, 11% Gleason 9–10), only one sample had tumor cells that were clearly dual positive (Fig 8A). Strikingly, this was the only prostate sample with marked atrophic changes consistent with prior androgen ablation therapy. Although it has not been common practice to undergo prostatectomy after androgen deprivation therapy (ADT), we obtained samples from ten additional patients who had had radical prostatectomy after some form of ADT. However, the types of drugs administered and their dosages and durations were quite variable. The range of beginning ADT to time of radical prostatectomy was between 2 weeks and 3 years (median: 19 months). Of these ten, two more contained dual positive cancer cells (Fig 8B). Although these dual positive cells were quite rare, the fact that we identified a small number of human cancers with tumor cells co-expressing both basal and luminal keratins is consistent with the idea that this is a potentially important cell type in human CaP. This notion is also supported by recent work showing increased lineage plasticity in *Pten* null tumors lacking both *Rb1* and *Trp53* [41].

**Fig 8:**
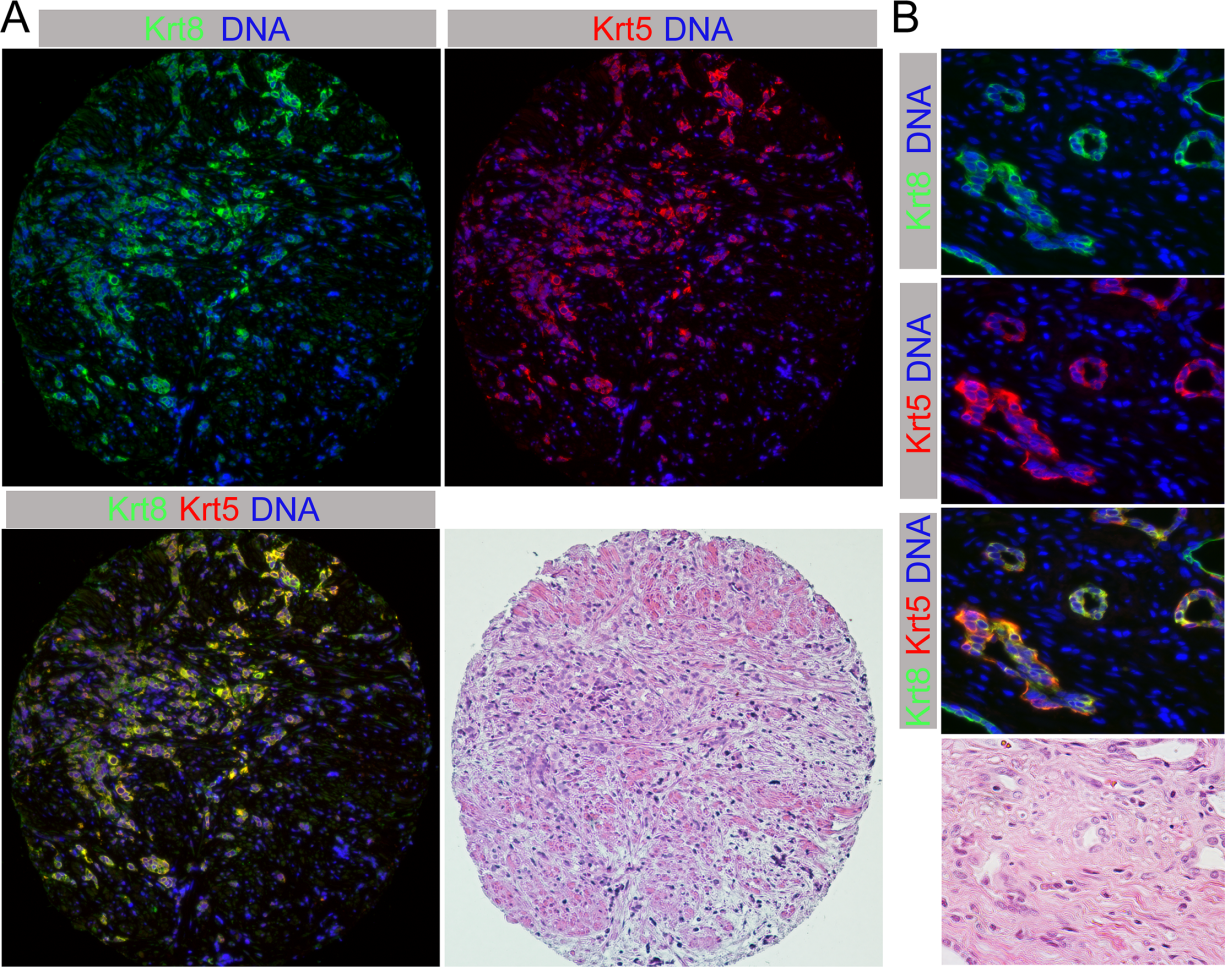
Dual positive cells in human CaP. A) A human prostate tumor, post androgen deprivation therapy is shown stained for Krt8 and Krt5, together with H&E staining of the same section. B) A second example of a human tumor with dual positive cells is shown at higher magnification.

## Discussion

Here we show that in the background of a Pten null mutation in mouse prostate, deletion of Tgfbr2 results in increased basal cell proliferation as tumors become invasive. Analysis of micrometastases from these mice suggests that cells expressing both luminal and basal keratins are more metastatic. Deletion of Pten and Tgfbr2 specifically from luminal cells also causes a rapid onset of invasive and metastatic cancer that is accompanied by a transition to a less differentiated cell type. We suggest a model in which TGFß signaling maintains a differentiated cell phenotype, and that loss of signaling may allow for de-differentiation to a more invasive and metastatic cell type.

Disruption of TGFß signaling either by Smad4 or Tgfbr2 deletion in the background of a prostate specific tumor initiating mutation results in rapid progression to invasive and metastatic cancer in mouse models [20, 24]. Transcriptome analysis suggested that this was accompanied by increased expression of basal cell specific genes, including Trp63 and basal keratins. This increase appears to be due to increased basal cell numbers in these tumors following Tgfbr2 deletion, and we show that a major effect of TGFß signaling in this context is to limit proliferation of basal cells. Given the results from the luminal-specific deletion model, some de-differentiation of luminal to basal cells may also contribute, although this is likely a minor component in the PbCre4 driven tumors. Previous work has also suggested a role for TGFß signaling, in conjunction with the Notch pathway, in limiting basal cell proliferation [51]. Analysis of gene expression data suggests that in comparison to the Pten null tumors, disruption of TGFß signaling primarily affects expression of gene sets associated with highly proliferative, aggressive cancers. Although gene sets associated with EMT or invasion are enriched in the tumors compared to wild type prostate, it appears that such invasive gene expression signatures are already enriched by deletion of Pten alone. Although deletion of Pten from mouse prostate results in invasive cancer, it does so relatively slowly. Regions of micro-invasion may be detectable early, but large locally invasive cancers are not generally detected in the Pten model until 30–50 weeks of age, and metastases are extremely rare [19, 20]. Thus, the combination of a local micro-invasive phenotype initiated by Pten loss, together with increased proliferation due to loss of Tgfbr2 drives rapid progression to invasive cancer. However, this model is complicated by the loss of Pten and Tgfbr2 from both basal and luminal cells, together with the dramatic effect of the Tgfbr2 deletion specifically on basal cell proliferation.

Human CaP primarily consists of malignant luminal epithelial cells, with other subtypes, including basaloid and neuroendocrine cancers being much less frequent [31]. Recent evidence has renewed interest in understanding the neuroendocrine phenotype, as it may be part of the mechanism by which tumors escape the effects of anti-androgen therapy [40, 41]. Despite the predominance of the luminal phenotype in human CaP, there is considerable evidence that both basal and luminal cells can be the cell of origin for cancer [32–36]. To more accurately model tumors in which a single cell type is the target for oncogenic transformation, we used a luminal-specific Cre driver [50]. Deletion of Pten using a tamoxifen inducible Krt8-Cre transgene that is active specifically in luminal cells resulted in HGPIN, consistent with previous reports [32]. When combined with a conditional Tgfbr2 allele we observed a rapid progression to invasive and metastatic cancer, which was not seen in Pten single mutants, even at advanced age. Given that the primary effects of Tgfbr2 deletion using the PbCre4 model appeared to be in basal cells, the rapidity with which these tumors progressed was somewhat unexpected. The PbCre4 transgene begins to drive recombination at around 4 weeks of age [52], and extensive phenotypes were clearly detectable by 8 weeks. In our previous work, Pten;Tgfbr2 double mutants had a median survival of around 12–13 weeks [20]. Using the Krt8-CreERT2 driver here, and initiating tamoxifen treatment at 4 weeks after birth, median Pten;Tgfbr2 double mutant survival was 17–18 weeks of age, or 13–14 weeks after initiating tamoxifen treatment. This represents an approximately 50% increase in lifespan that may be due to the fact that only a fraction of luminal cells undergo recombination, initially resulting in smaller tumors. Although, it is possible that differences in strain background might also contribute to this difference in survival. However, this clearly shows that disrupting TGFß signaling specifically in luminal cells can drive progression to invasive cancer. Other tamoxifen dosing regimens resulted in similar phenotypes with reduced penetrance and longer lag times, although we did not attempt to induce recombination in very old animals.

The Krt8-CreERT2 driver used here demonstrates recombination that is highly specific to luminal cells in the prostate [29]. We searched extensively for basal cells in which recombination of the lineage tracing reporter could be detected early after tamoxifen treatment and did not find any evidence for recombination in Krt5 positive basal cells. Despite this, it is clearly possible that rare basal or uncommitted prostate epithelial cells may undergo recombination driven by this transgene. However, given our inability to identify such cells and the rapid onset of the phenotypes observed here we do not think that such inappropriate recombination contributes significantly to the phenotypes observed. Since basal cell proliferation is so rapid in the absence of Tgfbr2, if rare basal cells underwent recombination we would expect to identify small focal regions of basal cells within the tumors, without the relatively high proportion of cells expressing both basal and luminal keratins. It should be noted that these dual positive cells have a relatively low proliferation rate, certainly much less than that of basal cells and even lower than Pten;Tgfbr2 null luminal cells. If these cells arise from rare recombination events in uncommitted progenitors, or rare dual positive cells, it seems unlikely that they would become such a large proportion of the tumor given that their proliferation rate is lower than that of other cell types. Thus, the generation of dual positive cells in these tumors most likely occurs by differentiation of either luminal or basal cells to a more intermediate cell type. Since these dual positive cells have a lower proliferative rate than either basal or luminal cells, it is tempting to speculate that this may be linked to their apparently higher invasive ability. The fact that we see both dual positive and basal cells at high frequency in invasive cancers, while HGPIN is exclusively luminal suggests that both dual positive and basal cells arise from luminal cells lacking Pten and Tgfbr2. The relatively low proliferation rate of dual positive cells suggests that de-differentiation to this cell type must be a relatively frequent event in this tumor model. This suggests that TGFß signaling in the prostate acts to maintain the differentiated phenotype of luminal cells, and that loss of TGFß signaling in CaP may contribute to lineage plasticity. Interestingly, recent work has shown that TGFß signaling may also limit de-differentiation in intestinal tumors [53], suggesting that this may be a more common role of TGFß signaling in cancer progression.

Recent work has suggested that lineage plasticity may contribute to CaP recurrence following anti-androgen therapy [40, 41]. One possibility is that relatively rare multipotent cells may be able to survive androgen ablation and allow subsequent relapse even after the majority of the tumor, which has a primarily luminal phenotype, has regressed. Thus, therapeutic intervention might select for pre-existing cells that are more able to withstand the treatment and retain the ability to differentiate to luminal or other cell types. In addition, there has been interest in so called castration resistant Nkx3-1 expressing cells (CARNs). These cells may represent a similar population that is derived from luminal cells, and can be effectively selected for by androgen deprivation and restoration in mouse models [33, 34]. If this is a mechanism by which CaP can recur, then it would be of significant interest to understand what molecular pathways promote the existence or maintenance of such de-differentiated cells within the tumor. Our data suggest that TGFß signaling acts to maintain the differentiated state of luminal tumor cells and that loss of this signaling pathway allows de-differentiation to an intermediate cell type, which can then further differentiate to a basal cell phenotype. While the final differentiation to basal cells as seen in our model may not be the usual situation in human CaP, the generation of de-differentiated intermediate cells might provide insight into how these cells arise in human CaP. In this context, it is worth noting that in the extensively basal Pten;Tgfbr2 null invasive tumors from the PbCre4 model, there is enrichment for gene expression signatures that are indicative of aggressive luminal cancers.

The rapid basal cell proliferation in both the PbCre4 and Krt8-CreERT2 models places some limitation on them as far as being representative of human CaP, since basaloid carcinoma of the prostate is quite rare [31]. As with many mouse models of human cancer, one potential confounding issue is the complete inactivation of a particular gene (Tgfbr2 in this case). In contrast, in the human disease changes in expression or activity may be more graded, resulting in reduced activity rather than complete loss of function. Although recurrent inactivating mutations or deletions of the major components of the TGFß signaling pathways are not found in human CaP, there is evidence for reduced expression of both TGFBR1 and TGFBR2 in more advanced CaP [12–14], and reduced SMAD4 and TGFBR2 expression due to promoter methylation [9, 11]. Low SMAD4 expression was found to be part of a four gene signature that was prognostic for CaP recurrence and metastasis [24]. Our analysis of SMAD4 and active phosphorylated SMAD2 in human CaP also supports the idea that pathway activity may be dampened rather than completely abrogated in human CaP. While the mouse models used here are not ideal for addressing all questions regarding advanced human CaP, they may uncover important features of earlier stages of disease progression and metastasis. In the Krt8-CreERT2 model luminal tumor cells lacking Pten and Tgfbr2 de-differentiate to dual positive cells, a process that may be of interest for understanding human CaP progression. While loss of TGFß signaling may not be the only way to drive this de-differentiation, understanding this transition could contribute to the development of better therapeutic approaches. Recent work with mouse models and xenografts has suggested that androgen ablation selects for a more de-differentiated cell type with increased lineage plasticity in CaP [40, 41, 54]. This lineage plasticity may underlie the ability of human CaP to escape anti-androgen or anti-AR therapies, ultimately resulting in therapy failure. Analysis of human CaP phenotypes from before and after the introduction of newer anti-AR therapies, such as enzalutamide and abiratirone, suggests an increase in the frequency of AR negative tumors after anti-AR therapy [55]. The majority of these AR negative recurrent tumors lacked neuroendocrine features, and this transition could be mimicked by shutting off AR expression in the human LNCaP cell line. Interestingly, AR negative LNCaP cells gained expression of some basal markers, while retaining expression luminal-specific genes [55]. These studies clearly support the notion that current therapies for human CaP may fail in part due to the presence of de-differentiated tumor cells that do not rely on androgens for survival. These cells may initially be rare, or only exist in readily detectable numbers transiently following therapy. Once the recurrent disease has progressed to a more advanced stage such intermediate cells will likely have differentiated, either to a neuroendocrine phenotype [40, 41, 54], or to androgen-independent non-neuroendocrine tumors [55]. While the Krt8-CreERT2 model used here results in large numbers of de-differentiated dual positive cells, one limitation is that these tumors are overtaken by basal cells, possibly derived from the dual positive population. We do not know if interfering with androgen signaling affects the generation of dual positive cells in this model, but this may be of interest given the possibility that anti-androgen therapy selects for de-differentiated cells in human CaP.

A major question raised by our work is how frequently dual positive cells are found in human CaP samples, and what role they might play in tumor progression. Our analysis of human tumors is consistent with the idea that if dual positive cells are present, they are extremely rare in tumors prior to ADT. Indeed, we only identified dual positive cells in tumors that had undergone ADT. The frequency of post-ADT tumors with dual positive cells was more than 25% (3 of 11 samples), despite the heterogenous modes of ADT, and the variable time after treatment that the samples were isolated. Although this is based on a very small sample size, the identification of any tumors with dual positive cells, together with the evidence for increased lineage plasticity in post-ADT tumors, is quite intriguing. This population may represent an initially very rare cell type that is selected for by ADT, but is present only transiently prior to transition to a more differentiated cell type in the recurrent tumor. Clearly, it will be important to examine additional post-ADT tumors for the presence of dual positive cells to better determine how frequently they are present, and to further interrogate the molecular features of such cells. With a larger cohort of tumors bearing dual positive cells, it might be possible to identify pathways that promote this cell type in human CaP. Together, our data and that from other mouse CaP models, suggest that luminal cell differentiation to an intermediate cell type may be important for driving invasion, metastasis and disease recurrence. Intermediate cells may be selected for by androgen depletion, or may be promoted by other mechanisms, such as loss of Trp53 and Rb1, or by reduced activity of the TGFß pathway [40, 41, 54]. In human tumors, reduced Trp53, Rb1 or TGFß signaling might facilitate the selective effects of ADT on cells with increased linage plasticity.

Our analysis of metastases in the Krt8-CreERT2 model suggests that larger lung tumors resemble the primary prostate tumors, expressing the AR at varying levels and Trp63 in a proportion of the cells. This is clearly consistent with the notion that these are indeed prostate-derived metastases, although we cannot definitively rule out other origins. In addition, these lung metastases have a mixture of basal, luminal and dual positive cells as seen in the primary tumors. However, our examination of smaller metastases in the PbCre4 and Krt8-CreERT2 models suggests that a larger proportion of the cells within these micro-metastases are dual positive. This is particularly striking in the PbCre4 model, in which lung metastases must be from prostate. In this model a very low proportion of the primary tumor is dual positive. In contrast, more than one third of cells in the micro-metastases are dual positive and almost all micro-metastases identified contained dual positive cells. This suggests that these cells may be more metastatic, or that cells that are competent for metastasis are also able to de-differentiate, further emphasizing the potential importance of such highly plastic cells to disease progression. In this context, it is interesting to note that the widespread appearance of dual positive cells in the Krt8-CreERT2 model roughly coincides with the onset of extensive locally invasive cancer. Even in a single tumor, ducts with HGPIN are purely luminal whereas adjacent regions of invasive cancer frequently contain a mix of luminal, basal and dual positive cells. One question this raises is why, if TGFß limits plasticity, the cells within a relatively intact duct do not undergo de-differentiation. One possibility is that the initial invasion out of the duct exposes the cells to other signals that in the absence of a luminal cell TGFß response are able to drive de-differentiation.

In summary, we show that loss of TGFß signaling specifically from Pten null luminal prostate cells allows for rapid progression to an invasive and metastatic phenotype that is accompanied by de-differentiation. We suggest that this may be analogous to the proposed lineage plasticity seen in human CaP following androgen ablation or in other mouse models in which Pten and Rb1 have been deleted. Our analysis of human samples suggests that dual positive cells can be found in human CaP, potentially only after ADT. Importantly, by combining luminal specific deletion, lineage tracing and extensive analysis of basal and luminal markers, we provide evidence for a transition from luminal tumor cells to a de-differentiated invasive cell type that may be important for metastatic spread.

## Materials and methods

### Ethics statement

All animal procedures were approved by the Animal Care and Use Committee of the University of Virginia, which is fully accredited by the AAALAC. The use of archival human specimens was approved by the University of Virginia IRB (HSR# 13310; Identification of biomarkers in diseased human specimens). Under this protocol no patient consent was required, as samples were archival leftovers from diagnostic samples with patient identifiers not released to the principal investigator.

### Mice

The *loxP* flanked *Pten*, *Apc* and *Tgfbr2* alleles and the *PbCre4* allele have been described previously [52, 56–58]. *Tgfbr2* and *Apc* mice, and the *PbCre4* transgenics were obtained from the NCI. The Krt8-CreERT2 line was from Jax (#017947 [50]). Conditional alleles with loxP flanked exons, which when recombined result in null alleles, and are referred to here as ‘r’ for recombined (null), or ‘f’ for the conditional loxP flanked (equivalent to wild type). Mice with a lineage tracing reporter (mTmG; #007576) were obtained from Jax [49]. All mouse lines were maintained on a mixed C57BL/6J x FVB strain background, as previously described [19, 20]. Tamoxifen treatment was by gavage, using 200mg/kg tamoxifen in corn oil daily for five days, or two sets of five days separated by a two day break. Genomic DNA for PCR genotype analysis was purified from ear punch, at post-natal day 21 (P21), by HotShot [59], and genotypes were determined by PCR. TRAMP tumor samples were as in [60].

### RNA isolation and qRT-PCR

RNA was isolated and purified using Absolutely RNA kit (Agilent) and quality checked by Bioanalyzer. For RNA isolation ventral lobes were used in all cases where the lobes were still distinguishable. For larger invasive tumors, a portion of the tumor was taken, although in most cases the lobes were not distinguishable. cDNA was generated using Superscript III (Invitrogen), and analyzed in triplicate by real time PCR using a BioRad MyIQ cycler and Sensimix Plus SYBRgreen plus FITC mix (Bioline), with intron spanning primer pairs, selected using Primer3 (http://frodo.wi.mit.edu/). Expression was normalized to Rpl4 and Cyclophilin using the delta Ct method.

### RNA-sequencing and analysis

Poly-A RNA-seq libraries generated with Illumina barcodes were sequenced (Illumina HiSeq at HudsonAlpha) to a target depth of ~ 25M paired end 50bp reads per sample as previously described [61]. Raw FASTQ sequencing reads were chastity filtered and reads were assessed for quality using FastQC. Reads were splice-aware aligned to the reference genome using STAR [62], and reads overlapping gene regions were counted using featureCounts [63]. The DESeq2 Bioconductor package [64] in the R statistical computing environment (http://www.R-project.org/) was used for normalizing count data, performing exploratory data analysis, estimating dispersion, and fitting a negative binomial model for each gene comparing the expression from tumors to wild type samples. Benjamini-Hochberg FDR was used to correct p-values for multiple testing. A cut-off of +/- 1.0 log2 and an adjusted P-value of < 0.0001 was considered significant. GO analysis was performed using either DAVID (https://david.ncifcrf.gov/) [65, 66] or ENRICHR (http://amp.pharm.mssm.edu/Enrichr/) [67, 68], heat maps were generated using ClustVis (http://biit.cs.ut.ee/clustvis/) [69] and gene set enrichment was performed using GSEA software from the Broad Institute [70, 71]. RNA-seq data is deposited at GEO, under the accession number: GSE108017.

### Histology and IF analysis

Tissues were fixed in zinc-formalin, paraffin-embedded and sectioned at 5 microns, and were stained with Hematoxylin and Eosin (H&E), or prepared for immunostaining as previously described [61, 72]. Images were captured with 10, 20 or 40x objectives, using a Nikon Eclipse NI-U with a DS-QI1 or DS-Ri1 camera and NIS Elements software, and adjusted in Adobe Photoshop. Antibodies were as follows: Rabbit and chicken anti-Krt5, mouse anti-Krt8 (Covance), rabbit anti-Krt8 (Abcam), rabbit anti-Ki-67 (Abcam), rabbit anti-AR (AR-441; Abcam), mouse anti-p63 (Biocare medical), rabbit anti-Syp (Thermo Fisher Scientific), rabbit anti-Krt10 (Covance), rabbit anti-Tgfbr2 (Novus), mouse anti-pAkt (Cell Signaling), rabbit anti-pSmad2 (Millipore), rabbit anti-Smad4 (Millipore) and chicken anti-GFP (Abcam). Alexafluor 488, 546 and 647 secondary antibodies were from Invitrogen. DNA was stained with Hoechst 33342. Confocal images were captured using a Zeiss LSM710 Multiphoton Confocal microscope and adjusted in Adobe Photoshop. Two tissue microarrays (TMA) contained four 0.6mm tissue cores from each of 93 cancers from patients who had radical prostatectomy. A third TMA contained four 0.6mm cores from each of 45 cancers from TURP samples. TMAs were examined by IHC, as in [20], or by IF for Krt5 and Krt8. Following IF and imaging, the same slide was stained with H&E.

## Supporting information

S1 Fig Analysis of pAKT and the TGFß pathway in human CaP. Examples of IHC for pAKT (A), SMAD4 (B) and pSMAD2 (C) are shown. For each, representative high and low staining samples are shown. D) Summary of staining patterns for pAKT, SMAD4 and pSMAD2 with Gleason score for 38 human tumor samples. E) The data for IHC score is shown separated first by pAKT (high/low), then SMAD4 (high/low), and finally pSMAD2 (high/low). A total of 9 of the 38 samples (blue numbers) are high for both SMAD4 and pSMAD2.
(TIF)

S2 Fig GSEA of gene signatures for aggressive highly proliferative cancers. A) GSEA comparing P-22 to wild type, PT-11 to wild type and PT-11 to P-22 tumors, showing enrichment for the CIN70 gene-set, Foxm1 targets and an ESC like signature from aggressive tumors. B) Overlap between the three gene sets analyzed in A.
(TIF)

S3 Fig Comparison of Krt5 staining in invasive Pten and Pten;Tgfbr2 null tumors. A representative image of an invasive Pten tumor (at 45 weeks of age) stained for Krt8 and Krt5 is shown, together with a Pten;Tgfbr2 (12 week invasive tumor) for comparison.
(TIF)

S4 Fig Pten;Tgfbr2 null tumors are enriched for gene expression signatures associated with aggressive luminal cancer. A) Heat-map showing relative expression for a 50 gene set that distinguishes luminal A, luminal B and basal like tumor subtypes in prostate cancer. Genes indicative of each subtype are color coded to the left–note the enrichment for high expression of Luminal B associated genes in the double null tumors. B) Heat-map showing comparison to a 37 gene signature that distinguishes two luminal subtypes (SEG1 and SEG2) and one basal like subtype (SEG3). Genes indicative of the more aggressive luminal SEG1 are enriched in Pten;Tgfbr2 null tumors. C) Comparison to the larger data sets for SEG1, 2, 3. The number of genes in each group is shown, as well as the number (and percentage of total) that increase or decrease significantly in the indicated comparisons between our RNA-seq data-sets.
(TIF)

S5 Fig Luminal specific recombination with Krt8-CreERT2. A) The upper panels show a series of confocal slices of prostate stained for GFP and Krt5 four weeks after tamoxifen treatment. The boxed region is shown at higher resolution to the lower left (overlaid image and individual channels), and the region boxed in this image is further magnified at the lower right. B) Staining for pAkt and GFP in a prostate 6 weeks after tamoxifen, showing overlap of pAkt (indicative of Pten loss) and GFP. C) Staining for Tgfbr2 and GFP in a prostate 6 weeks after tamoxifen, showing a lack of overlap of Tgfbr2 and GFP, consistent with deletion of Tgfbr2 and GFP activation in the same cells.
(TIF)

S6 Fig Analysis of recombination and phenotypes following tamoxifen treatment. A) 143 ducts (selected randomly without first visualizing GFP staining) in mice 4–6 weeks after tamoxifen were scored for the proportion of cells that were GFP positive. The mean + sd is shown above for all ducts and separately for those with PIN or without phenotype. Below is the distribution of GFP positive cells per duct (excluding ducts without any GPF cells). Plotted as median, 25^th^ and 75^th^ percentiles (box) and 5^th^ and 95^th^ percentiles (whiskers). B) The proportion of normal and PIN ducts with GFP positive cells is shown. C) The proportion of GFP negative and GFP positive ducts with PIN is shown. D) The proportion of mice with either HGPIN or invasive cancer as the worst phenotype in each lobe (anterior [AP], ventral [VP] or dorsolateral [DLP] prostate) is shown, from the Pten;Tgfbr2 mice analyzed for survival in Fig 5D. E) Survival analysis for Krt8-CreERT2 Pten;Tgfbr2 mice treated either with one round of five days tamoxifen at four weeks (4w, 1x) or two rounds at six weeks (6w, 2x) of age is shown. F) Proportion of mice with either HGPIN or invasive cancer as the worst phenotype (in any lobe) at euthanasia for each treatment regimen (four weeks with one or two rounds: 4x1, 4x2 and six weeks with two rounds: 6x2), and for Pten single mutants is shown.
(TIF)

S7 Fig Phenotype analysis in invasive tumors. A) A Krt8Cre invasive double null tumor was stained for Krt5, Krt8 and Krt10 to examine squamous differentiation. B) An Apc;Tgfbr2 null tumor was analyzed for comparison–note the Krt10 signal in this tumor, which has squamous differentiation. C) High power (40x) image of H&E staining of an invasive Krt8Cre Pten;Tgfbr2 null tumor. D) A Krt8Cre invasive double null tumor was stained for Krt8 and Synaptophysin (Syp) to examine neuroendocrine differentiation. The region shown is representative of the highest Syp signal seen in these tumors. E) A TRAMP tumor is shown stained for Krt8 and Syp as a control for the neuroendocrine phenotype.
(TIF)

S8 Fig Extensive Ar staining in lung tumors. A lung tumor from a Krt8Cre invasive double null mouse was stained for Ar, Krt8 and GFP. Note that the majority of GFP cells are positive for Ar, with higher Ar signal generally associated with high Krt8 signal. This is consistent with the staining pattern seen in primary prostate tumors, consistent with lung tumors being prostate metastases.
(TIF)

S1 Table Transcriptome analysis of mouse prostate tumors. A) Average gene expression levels (reads per million) for each group of tumors, levels normalized to the wild type (set = 1), and FDRs for all pairwise comparisons are shown. B) Gene lists for all comparisons to wild type, selected using a 5 reads per million minimum (in at least one group), a log2-fold change of +/-1.0 and a p-adjusted of < 0.0001. C) Summary tables showing GO analyses and comparisons to ENCODE and ChEA data, generated using ENRICHR.
(XLSX)

S2 Table Data for graphs in figures. The numerical data for graphs presented in Figures 2, 3, 4, 6 and 7 are shown.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

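RNA was sequenced from 25 samples of mouse prostate or prostate tumor in 7 groups: wild type, Pten mutants at 8 and 22 weeks, Pten;Tgfbr2 mutants at 8 and 11 weeks, Apc mutants at 36 weeks and Apc;Tgfbr2 mutants at 20 weeks, by the ages in the sample labels. The authors deposited a table of 16162 genes in RPM, reads per 1000000 reads. Their processing notes name FastQC, STAR, featureCounts and DESeq2, without versions, and the mouse genome build mm9. Every column was matched to its sample by its library code, and 0 columns were left over. The highest value of any gene in the table is at least 0.929 RPM. Of S1 Table A the first 1454 of its 16162 rows were read, and all 10178 group means compared were equal to means of the deposited values within 0.1%.

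The deposited RPM are not counts, although the choice of tests made before the data were examined assumed counts. The planned edgeR test was therefore replaced by limma on log2(RPM + 0.5), and fold changes are on that scale, which understates the change of low genes. The values of each library are whole multiples of what 1 read is worth: 99.9876% were whole within 0.02 in the lowest library and 99.999% over all libraries. The recovered reads number 15.6 to 27.3 M per library (M stands for 1000000) and were used for edgeR and DESeq2 as alternatives. The planned test, edgeR with TMM factors, was run on them as an alternative after the data were examined. It called 989 genes in P-8, 1255 in PT-8, 1004 in P-22, 4065 in PT-11, 3058 in A-36 and 4101 in AT-20 against WT. Between PT-11 and P-22 it called 1507 and between AT-20 and A-36 715.

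The model had a mean for each of the 7 groups and was fitted to all 25 libraries, with moderated variances that follow a trend and are robust to outlying genes. Genes with at least 1 RPM in at least 3 libraries were kept, 15733 in all, and p-values were adjusted by Benjamini and Hochberg over these. A gene was called at an absolute log2 fold change over 1, an adjusted p under 1e-04 and a group mean of at least 5 RPM in at least 1 of the 7 groups, which 12750 genes have. These 3 thresholds are those of the study. Contrasts of contrasts tested whether the difference between double and single mutants, which in the older groups also differ in age, changed between the Pten and Apc models and, added after seeing the data, between ages in the Pten model.

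Gene lists were fixed before the data were examined, from general knowledge or from the genes the study names: adipocytes, androgen response, basal epithelial cells, basal genes of Fig 3A, CIN70, the deleted genes, DNA replication and E2F targets, endothelial cells, epithelial junctions and epithelial identity, epithelial to mesenchymal transition, erythroid cells, fibroblasts, FOXM1 targets, inflammatory cytokines and acute phase genes, luminal epithelial cells, luminal genes of Fig 3A, luminal genes of Fig 3B, lymphocytes, macrophages, mitosis, neuroendocrine cells, neuroendocrine genes of Fig 3A, neutrophils, p53 targets and cell cycle inhibitors, PAM50 basal genes, PAM50 luminal and hormone receptor genes, PAM50 proliferation genes, pluripotency factors, prostate secretory products, qRT-PCR proliferation genes of Fig 2G, Schwann cells, seminal vesicle secretions, skeletal muscle, smooth muscle, squamous differentiation, stem cell markers of Fig 2D, TGF-beta ligands, receptors and Smads, TGF-beta target genes, urothelium and Wnt target genes. Members were counted at an adjusted p under 0.05, also adjusted over the list alone, and the lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. Enrichment of lists among called genes was tested with Fisher's exact test. Genes named in the text are, for each comparison, the 10 with the largest increase and the 10 with the largest decrease among called genes whose libraries do not overlap between the groups, every gene the study names in its text or in Fig 2 and Fig 3, and up to 4 members of each list per comparison with the largest change at an adjusted p under 0.05, with members that did not pass for contrast. Opening rows of S1 Table A and the values of S2 Table were visible before this rule was written, and genes outside it are marked as chosen after their values were seen.

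Overlaps of lists against the same WT libraries were set beside 20 simulations of unchanged groups, the overlap of independent lists and the 6 splits of the WT libraries into 2 and 2. A split fit held 2 WT libraries, so its lower counts mix lost power with the removal of shared controls. Unchanged groups call almost no gene at this cut-off, so a simulated overlap of 0 shows little. Principal components were computed from the log2 values, with a jackknife over libraries for the standard errors. The 34 pairs of replicates within groups were compared for duplicate libraries: the smallest median chi-square of a pair was 1.92, against 0.455 with counting noise only, so no library was counted as a duplicate. The fits were tested on simulated counts with known changes, drawn with 1 mean and 1 spread per gene for all groups. For PT-11 against P-22, over 15301 genes, limma called 78% of genes raised by 2 (log2) and 94% of genes raised by 3, and called no unchanged gene. No replicate numbers are shared between groups and whether each library came from a separate mouse is not given in the sources used here, so no pairing was modelled. Alternatives covered the tool, the normalization, the filters, the libraries in the fit, the library range, the pseudocount and each library left out. The analyses used R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. A mouse annotation of another build was used only for the chromosome of a gene by symbol, and no coordinates are given. The qRT-PCR, ChIP-seq, histology and cell line experiments of the study were not analysed here.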

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

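The tests of seminal vesicle transcripts, of Ftl1, Ftl2 and Htatip2, of the basal genes and of the mean levels of lists were chosen after the result was seen, and the regroupings of libraries before. Of 308 groups of 4 or 5 libraries tested for the named genes, 18 (5.8%) held a library far from the others, and of 120 groups for the mean levels of gene lists 2 (1.7%) did, where chance gives about 1 in 20. Values are RPM, or log2 levels for lists, with the range of the other libraries of the group. In P-22 library SL29603 this was Reg3g at 80.2 against 362 to 480. In P-22 library SL29605 this was Col3a1 at 712 against 441 to 475, Gpnmb at 15.5 against 6.86 to 7.64, Gtse1 at 8.68 against 5.18 to 5.45, Ly6a at 710 against 475 to 493 and Lyz2 at 186 against 81.4 to 89.3. In P-22 library SL40443 this was Eno2 at 1.84 against 3.15 to 3.36 and Psca at 71.2 against 27 to 30.6. In PT-11 library SL29609 this was Gpnmb at 29.3 against 85.4 to 123, Klf2 at 24.9 against 11.1 to 13.8, Myh11 at 36.8 against 2.61 to 4.53, Prom1 at 640 against 278 to 316 and list seminal vesicle secretions at 9.67 against -0.68 to -0.09. In PT-11 library SL29696 this was Mlph at 59.6 against 82.7 to 91.8. In PT-11 library SL40446 this was Krt18 at 465 against 619 to 694 and list lymphocytes at 0.91 against -0.30 to -0.17. In WT library SL29596 this was Cenpa at 2.93 against 0.895 to 1.07 and Mmp7 at 3.15 against 8.1 to 8.64. In WT library SL29597 this was Cmas at 160 against 205 to 210 and Tgfbr2 at 56.3 against 154 to 175.

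The difference between double and single mutants was not the same in the Pten and the Apc model for 256 genes, and in the older and the 8-week Pten tumors for 162 genes. The older double and single mutants also differ in age, so these are not effects of Tgfbr2 loss alone. By the first of these tests 9 genes of epithelial junctions and epithelial identity, 15 of squamous differentiation, 12 p53 targets and cell cycle inhibitors and 6 of smooth muscle differed. Leaving out single libraries gave, in place of 256, 163 without P-22 SL29603, 158 without P-22 SL29604, 112 without A-36 SL40437, 159 without A-36 SL40438 and 120 without A-36 SL40439, and in place of 162, 66 without P-8 SL29601, 69 without P-8 SL29602, 74 without PT-8 SL29608, 77 without P-22 SL29603, 78 without P-22 SL29604, 88 without P-22 SL40443, 280 without PT-11 SL29609, 105 without PT-11 SL29610, 102 without PT-11 SL29696, 100 without PT-11 SL40445 and 91 without PT-11 SL40446. Several lists had most of their members higher than in WT, in genes outside those the text of the paper discusses. Of 28 squamous differentiation genes, a change the paper describes in the histology of the Apc tumors, these were 22 in A-36 and 27 in AT-20. Of 13 macrophage markers they were 13 in P-22, 11 in PT-11, 13 in A-36 and 13 in AT-20, of 8 neutrophil markers 6 in P-22, 7 in PT-11, 5 in A-36 and 7 in AT-20 and of 10 lymphocyte markers 10 in P-22, 10 in A-36 and 6 in AT-20. Of 13 endothelial markers they were 13 in P-22, 13 in PT-11, 13 in A-36 and 13 in AT-20, and of 10 fibroblast markers 10 in P-22, 8 in PT-11, 10 in A-36 and 9 in AT-20. Of 22 inflammatory and acute phase genes they were 17 in P-22, 21 in PT-11, 18 in A-36 and 21 in AT-20, of 18 p53 targets and cell cycle inhibitors 15 in P-22, 16 in PT-11, 13 in A-36 and 15 in AT-20 and of 15 Wnt targets 12 in A-36 and 11 in AT-20.

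Other groupings of the same libraries were drawn for each count. For the genes different from WT, of 35 groupings only the real 1 gave as many in P-8 (971, highest other 48), PT-8 (1291, 47), P-22 (1066, 1), A-36 (3225, 48) and AT-20 (4081, 50), and of 100 in PT-11 (4044, 722). The same held for PT-11 against P-22 (1 of 100, 1626 against 359) and for the difference between the models (1 of 100, 256 against 134). With 35 groupings no share can be below 1 of 35, and shares were not adjusted for the number of counts, so chance is unlikely but not excluded. For the difference between ages 2 of 100 regroupings reached 162, and the highest other called 503 genes, several times the real count. This points to a structure of the samples, and what that is was not tested. Groupings of 3 against 3 are too few for a share under 0.05: PT-8 against P-8 called 0 (10 of 10, highest other 22) and AT-20 against A-36 980 (1 of 10, highest other 0). The count of 0 is from limma, where 959 genes had an unadjusted p under 0.05 and 3 an adjusted p under 0.05, and DESeq2 called 13 or, with a prior, 14. In place of 980 there were 590 without A-36 SL40437, 637 without A-36 SL40438 and 612 without A-36 SL40439. With only the compared groups in the fit there were 6 between AT-20 and A-36, 0 in P-8, 8 in PT-8 and 2262 in AT-20 against WT. The WT libraries carry SL29 codes and the A-36 and AT-20 libraries SL40 codes, and with the code range as an additive term, which P-22 and PT-11 allow to be estimated, 2033 genes were called in A-36 and 3068 in AT-20. For the lists in P-22 against WT only the real grouping gave as many, the smallest share that 35 allow: DNA replication and E2F targets 41 (highest other 0), CIN70 46 (highest other 1), FOXM1 targets 33 (highest other 2), epithelial to mesenchymal transition 36 (highest other 0) and basal epithelial cells 17 (highest other 0). The stem cell markers of Fig 2D gave 10 (1 of 35, highest other 0). The study chose that list on these samples, so regroupings are no independent test of chance for it in any comparison. In PT-11 against WT the number of 100 groupings that reached the real count was 1 for DNA replication and E2F targets (56, highest other 54), 1 for CIN70 (59, highest other 55), 1 for FOXM1 targets (35, highest other 34), 3 for epithelial to mesenchymal transition (43, highest other 44), 4 for basal epithelial cells (23, highest other 23) and 6 for stem cell markers of Fig 2D (16, highest other 16). In PT-11 against P-22 it was 1 for DNA replication and E2F targets (55, highest other 51), 1 for CIN70 (53, highest other 48), 1 for FOXM1 targets (32, highest other 31), 3 for epithelial to mesenchymal transition (27, highest other 28), 5 for basal epithelial cells (21, highest other 24) and 1 for stem cell markers of Fig 2D (15, highest other 14). By these counts 5 or more of 100 did for the stem cell list against WT and for the basal list between the tumors, so chance stays open there. For the luminal list the same count of members higher was reached by 1 of 35 in P-22 against WT (5, highest other 0), 7 of 100 in PT-11 against WT (5, highest other 11) and 7 of 100 in PT-11 against P-22 (2, highest other 13), but more of its members were lower than higher in each comparison, so these counts do not test its change. For lists whose counts left chance open, the difference of mean log2 levels over all splits was added after these counts were seen. Only the real split gave as large a difference for luminal epithelial cells in PT-11 against WT (1 of 126, -1.79, largest other 1.55), basal epithelial cells in PT-11 against P-22 (1 of 126, 2.64, largest other 2.23) and luminal epithelial cells in PT-11 against P-22 (1 of 126, -1.48, largest other 1.31). A measure tried only there cannot exclude chance. The stem cell markers of Fig 2D in PT-11 against WT gave 1 of 126 (2.88, largest other 2.34), which excludes nothing for a list chosen on these samples.

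Seminal vesicle transcripts made up 14.4% of the values in PT-8 library SL29606, 0.376% in SL29607, 0.00898% in SL29608 and 3.72% in PT-11 library SL29609, and the paper does not mention them. Reads carried over from SL29606 alone are argued against for SL29609, where the ratio of Svs2 to Svs5 was 0.5 against 2.4, and for Svs4 in SL29607, where the ratio of Svs4 to Svs5 was 0.179 against 0.0326. For Svs2 and Svs5 in SL29607, with a ratio of 2.38, they stay open. Reads from both SL29606 and SL29609 were not tested as a source. Svs2 was at 2.273 to 3.392 RPM in WT and 1.181 to 2.513 in the SL29 libraries of P-22, but at 0 in P-22 library SL40443. PT-11 library SL29696, although in the SL29 range, also had 0. In both SL29606 and SL29609 all 8 listed secretion genes were over 10 times the highest WT library, which is consistent with tissue of the neighbouring seminal vesicle in the piece. The genes of the Svs family may share reads.

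Ftl2, a ferritin light chain copy, had a mean of 61.9 RPM in P-22 and near 0 in WT, while Ftl1 was the reverse. Reads shared between these paralogs are a candidate explanation for the pair, since the sum of both in P-22 was 0.856 of that in WT, but not for Htatip2, which in the same libraries was at 0.0121 of WT. Of the 50 genes that follow the ratio most closely within groups, 45 have a chromosome and 19 of them (42.2%) are on chromosome 7, against 7.66% of all genes (Fisher's exact test, p = 1.92e-10), which is consistent with a strain variant in a colony of mixed background. Of the genes called in P-22 against WT 7.68% are on chromosome 7, and of those between PT-11 and P-22 6.02%. By library, Ftl2 was at 51.7 to 72.7 RPM in P-22, at 34.5 in PT-11 SL29609 and at 0.119 to 0.301 in the other PT-11 libraries. P-8 libraries had 43.9, 61.4 and 1.17, and PT-8 libraries 24.9 to 36.6. The state thus coincides with the group in P-22 against WT and nearly so in PT-11 against P-22. For such genes a strain variant and the condition cannot be told apart there.

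Basal genes were higher in PT-11 than in P-22. Markers of other cells moved apart, with a median log2 fold change of -1.86 for smooth muscle and 2.74 for neutrophils, so other cells did not rise alike. These are not epithelial cells, so their markers cannot tell whether a lower share of luminal cells left a larger share of basal cells. A few secretory genes taking most of the values is argued against by the share of the 5 most abundant ones, 6.16 ± 2.71% in P-22 (SD, n = 4) and 0.00753 ± 0.00647% in PT-11 (n = 5). Under 4 other scalings at least 21 of 24 basal genes were higher, but library totals moved the median log2 fold change of all genes only to 0.031, so these scalings test little. In the Apc model 23 of 24 were higher in AT-20 than in A-36, so the rise accompanied Tgfbr2 loss in both models. The ages differ in both comparisons, and age was not tested. At 8 weeks, where ages match, the basal list was at 1.35 ± 0.34 in PT-8 and 0.96 ± 0.42 in P-8 (log2 relative to WT, SD, n = 3 each). No member of the list passed between those 2 groups. A larger number of basal cells was not tested here, but the paper counted more basal than luminal cells in invasive regions of Pten;Tgfbr2 tumors.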

How the results depend on the processing

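Some alternatives were added after seeing the data, as was the difference between ages. These were another pseudocount, RPM rescaled to equal totals and leaving out the 2 libraries rich in seminal vesicle transcripts. Results for lists and genes with only SL29 libraries were added then too. EdgeR with TMM factors was the planned test and became an alternative after the data were examined. Of the values for named genes under alternatives other than leaving out a library, 2961 kept direction and side of the threshold, 18 fell short of it, 40 newly passed it and 2 reversed. Those reversed were Pten, PT-11 against WT, 0.31 under edgeR, library totals only and Pten, PT-11 against WT, 0.30 under RPM rescaled to equal totals. In 2 more a gene that had not passed did so in the other direction. Both were Apc, A-36 against WT, at 0.48 under edgeR, library totals only and 0.48 under RPM rescaled to equal totals. Leaving out libraries, 1755 were the same, 18 weaker and 10 stronger. Of the set tests 20 fell short of the threshold with an estimated correlation or fry and 22 did not. Under DESeq2, fold change not shrunken, values were P-8 against WT 1823, PT-8 against WT 2145, P-22 against WT 1940, PT-8 against P-8 13, the difference between the models 570, the difference between ages 825, all 4 older groups 1398, higher in all 4 1204, lower in all 4 194 and all 4 Pten groups 1149. Under DESeq2 with a prior on fold changes, values were P-8 against WT 1825, PT-8 against WT 2152, P-22 against WT 1922, PT-8 against P-8 14, the difference between the models 578, the difference between ages 851, all 4 older groups 1386, higher in all 4 1194, lower in all 4 192 and all 4 Pten groups 1140. Under edgeR, RLE factors, values were the difference between the models 107, the difference between ages 91 and lower in all 4 61. Under edgeR, library totals only, values were P-8 against WT 1680, P-22 against WT 1933, AT-20 against A-36 646, the difference between the models 77, the difference between ages 61, all 4 older groups 1428, higher in all 4 1422, lower in all 4 5, all 4 Pten groups 1102 and luminal members higher in P-22 against WT 8. Under edgeR, TMM factors, values were the difference between the models 108 and the difference between ages 89. Under library range as an additive term, values were A-36 against WT 2033. Under only the compared groups, values were P-8 against WT 0, PT-8 against WT 8, AT-20 against WT 2262, AT-20 against A-36 6, the difference between the models 152 and the difference between ages 21. Under only SL29 libraries, values were P-22 against WT 503, PT-11 against P-22 527 and luminal members higher in PT-11 against P-22 1. Under RPM rescaled to equal totals, values were P-22 against WT 1847, all 4 older groups 1289, higher in all 4 1277, lower in all 4 11, all 4 Pten groups 918 and luminal members higher in P-22 against WT 8. Under 2 libraries with over 1 % seminal vesicle transcripts left out, values were luminal members higher in PT-11 against P-22 1. Under 1000 most variable genes, values were variance of PC1 56.8. Under each gene scaled to unit variance, values were variance of PC1 37.8. The cause of these differences was not tested. Of the genes called, the share higher moved by over 10 points as follows, where both counts were above 0. Under edgeR, library totals only it was PT-8 against WT 98.6%, P-22 against WT 99%, PT-11 against WT 79.8%, A-36 against WT 92.4%, AT-20 against WT 81.1%, the difference between the models 70.1% and the difference between ages 34.4%. Under only the compared groups it was PT-8 against WT 100%, AT-20 against A-36 83.3% and the difference between ages 76.2%. Under RPM rescaled to equal totals it was PT-8 against WT 97.1%, P-22 against WT 98.3%, PT-11 against WT 79.9%, A-36 against WT 90.4%, AT-20 against WT 79.4%, AT-20 against A-36 42.5% and the difference between the models 64.2%. Under 2 libraries with over 1 % seminal vesicle transcripts left out it was the difference between ages 41.2%. Without AT-20 SL40440 it was the difference between the models 59.1%. Without AT-20 SL40441 it was the difference between the models 62.2%. Library totals also moved the median log2 fold change of all genes against WT to between 0.465 and 0.642. Leaving out each library in turn gave P-8 against WT 386 to 1243, PT-8 against WT 553 to 1045, P-22 against WT 553 to 923, PT-11 against WT 3757 to 4025, A-36 against WT 2483 to 2931, AT-20 against WT 3609 to 3903, all 4 older groups 420 to 876, double mutants only 913 to 1439, higher in all 4 385 to 720, lower in all 4 31 to 156, PT-11 only 2501 to 2859, all 4 Pten groups 277 to 646, DNA replication and E2F targets, higher in P-22 against WT 38 to 42, DNA replication and E2F targets, higher in PT-11 against WT 53 to 56, CIN70, higher in P-22 against WT 43 to 47, CIN70, higher in PT-11 against WT 57 to 58, FOXM1 targets, higher in P-22 against WT 33 to 34, FOXM1 targets, higher in PT-11 against WT 34 to 35, epithelial to mesenchymal transition, higher in P-22 against WT 35 to 37, epithelial to mesenchymal transition, higher in PT-11 against WT 42 to 44, basal epithelial cells, higher in P-22 against WT 15 to 18, basal epithelial cells, higher in PT-11 against WT 22 to 23, luminal members higher in P-22 against WT 5 to 5, luminal members higher in PT-11 against WT 4 to 5, stem cell markers of Fig 2D, higher in P-22 against WT 9 to 11, stem cell markers of Fig 2D, higher in PT-11 against WT 16 to 16, PT-8 against P-8 0 to 4, the difference between ages 66 to 280, PT-11 against P-22 1166 to 1669, the difference between the models 112 to 281, DNA replication and E2F targets, higher in PT-11 against P-22 54 to 55, CIN70, higher in PT-11 against P-22 52 to 54, FOXM1 targets, higher in PT-11 against P-22 31 to 33, epithelial to mesenchymal transition, higher in PT-11 against P-22 21 to 31, basal epithelial cells, higher in PT-11 against P-22 21 to 24, luminal members higher in PT-11 against P-22 1 to 2, stem cell markers of Fig 2D, higher in PT-11 against P-22 13 to 15 and AT-20 against A-36 590 to 983. Single libraries moved counts by over 1.5 times as follows, with the library left out and the value. For lower in all 4 these were WT SL29596 52, WT SL29598 35, WT SL29599 55, P-22 SL29603 56, P-22 SL29604 52 and P-22 SL29605 31. For P-22 against WT these were WT SL29597 707, WT SL29598 598, P-22 SL29603 692, P-22 SL29604 706 and P-22 SL29605 553. For all 4 older groups these were WT SL29597 503, WT SL29598 420 and P-22 SL29605 431. For higher in all 4 these were WT SL29597 428, WT SL29598 385 and P-22 SL29605 400. For P-8 against WT these were WT SL29598 621, P-8 SL29601 386 and P-8 SL29602 476. For PT-8 against WT these were WT SL29598 814 and PT-8 SL29607 553. For all 4 Pten groups these were WT SL29598 282, P-8 SL29601 277, P-8 SL29602 312 and PT-8 SL29607 319. For PT-8 against P-8 these were P-8 SL29601 1, P-8 SL29602 4 and PT-8 SL29608 1. For the difference between ages these were P-8 SL29601 66, P-8 SL29602 69, PT-8 SL29608 74, P-22 SL29603 77, P-22 SL29604 78, P-22 SL40443 88, PT-11 SL29609 280, PT-11 SL29610 105, PT-11 SL29696 102, PT-11 SL40445 100 and PT-11 SL40446 91. For the difference between the models these were P-22 SL29603 163, P-22 SL29604 158, A-36 SL40437 112, A-36 SL40438 159 and A-36 SL40439 120. For luminal members higher in PT-11 against P-22 these were P-22 SL29604 1, P-22 SL40443 1 and PT-11 SL29609 1. For AT-20 against A-36 these were A-36 SL40437 590, A-36 SL40438 637 and A-36 SL40439 612. No paired analysis was possible because the groups share no replicate numbers. Depth limits low genes: recovered reads are 15.6 to 27.3 M per library (M stands for 1000000), and genes near 1 RPM rest on few reads.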

Differences from the paper's values

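For genes different in P-8 the paper's value is about 1500 in Fig. 1C, read by eye, and the value here is 971. Of the alternatives set before the data were examined, DESeq2, fold change not shrunken (1823), DESeq2 with a prior on fold changes (1825), edgeR, library totals only (1680) and no 5 RPM minimum (1144) came within 1.5 times of the paper's value, and edgeR, RLE factors (998), no low value filter (963), library range as an additive term (936) and only the compared groups (0) did not. Leaving out P-8 SL29600 (1243) also did. Of alternatives chosen after seeing the values, pseudocount 0.1 RPM (1049), RPM rescaled to equal totals (1451) and 2 libraries with over 1 % seminal vesicle transcripts left out (1069) did too, and how many genes called in the paper these drop is not known, since its table is held in part.

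For genes different in all 4 Pten groups the paper's value is about 800 in Fig. 1C, read by eye, and the value here is 533. Of the alternatives set before the data were examined, DESeq2, fold change not shrunken (1149), DESeq2 with a prior on fold changes (1140), edgeR, RLE factors (553), edgeR, library totals only (1102) and no 5 RPM minimum (566) came within 1.5 times of the paper's value, and no low value filter (528) and library range as an additive term (499) did not. Leaving out P-8 SL29600 (646), PT-8 SL29606 (588), AT-20 SL40440 (587) and AT-20 SL40442 (559) also did. The planned edgeR test with TMM factors (540) did too. Of alternatives chosen after seeing the values, pseudocount 0.1 RPM (637), RPM rescaled to equal totals (918) and 2 libraries with over 1 % seminal vesicle transcripts left out (557) also did. How many genes called in the paper these drop is not known, since its table is held in part.

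For genes lower in all 4 older groups the paper's value is about 180 in Fig. 2C, read by eye, and the value here is 106. Of the alternatives set before the data were examined, DESeq2, fold change not shrunken (194), DESeq2 with a prior on fold changes (192) and no 5 RPM minimum (135) came within 1.5 times of the paper's value, and edgeR, RLE factors (61), edgeR, library totals only (5), no low value filter (106) and library range as an additive term (75) did not. Leaving out P-8 SL29600 (151), P-8 SL29601 (156), PT-8 SL29606 (138) and PT-8 SL29607 (129) also did. Of alternatives chosen after seeing the values, 2 libraries with over 1 % seminal vesicle transcripts left out (122) did too, and how many genes called in the paper these drop is not known, since its table is held in part.

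For genes lower in P-22 the paper's value is about 340 in Fig. 2C, read by eye, and the value here is 156. Of the alternatives set before the data were examined, DESeq2, fold change not shrunken (290) and DESeq2 with a prior on fold changes (285) came within 1.5 times of the paper's value, and edgeR, RLE factors (99), edgeR, library totals only (20), no low value filter (156), no 5 RPM minimum (195), library range as an additive term (154), only the compared groups (182) and only SL29 libraries (32) did not.

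The paper gives the older Pten;Tgfbr2 tumors the most genes different from wild type. Here AT-20 had 4081 and PT-11 4044, and the other 4 groups had fewer. PT-11 had more than AT-20 under edgeR, library totals only (4694 and 4450), no 5 RPM minimum (4721 and 4684), library range as an additive term (3919 and 3068), only the compared groups (3788 and 2262), pseudocount 0.1 RPM (4188 and 4180) and RPM rescaled to equal totals (4507 and 4321), of which those with rescaled RPM and another pseudocount were chosen after seeing the values. AT-20 had more than PT-11 under other settings, among them DESeq2, fold change not shrunken (4705 and 4529), DESeq2 with a prior on fold changes (4676 and 4503), edgeR, RLE factors (4081 and 4059) and edgeR, TMM factors (4101 and 4065), the last being the planned test. The paper reports that the rise of neuroendocrine genes in 8-week tumors was not significant. Here, of its 3 neuroendocrine genes, Eno2 had a log2 fold change of 2.84 (adjusted p = 7.17e-05) and Syp of 2.04 (adjusted p = 0.000758) in P-8 against WT, and Eno2 also passed the thresholds for a called gene, while Chga had 0.70 (adjusted p = 0.146). With only P-8 and WT in the fit 0 genes were called, so the call of Eno2 was lost. The paper names EMT among the terms most enriched in genes changed in the double mutants alone. Here, with another list, 7 of 45 EMT genes were in that set with an adjusted p of 0.452, while 13 of 57 DNA replication genes had an adjusted p of 0.0158. In the genes changed in all 4 older groups 16 of the 45 EMT genes had an adjusted p of 2.46e-08 and 9 of the 57 DNA replication genes of 0.0196. The paper proposes that PAM50 genes of the luminal B subtype rise more than basal genes in the double mutants. Here 7 of 10 basal genes and 4 of 18 luminal and hormone receptor genes were higher in PT-11 than in P-22, with 20 of 21 proliferation genes higher, under a grouping of PAM50 that is not the study's.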

Other observations

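Wnt target genes were higher than in WT mainly in the Apc groups, whose libraries carry other codes than WT. Of 15 Wnt targets 12 were higher in A-36 and 11 in AT-20 than in WT, against 1 in P-22 and 3 in PT-11 (12, 11, 1 and 3 when adjusted over the list alone). Notum, a secreted Wnt inhibitor, had a log2 fold change of 6.39 (adjusted p = 3.15e-13) in A-36 from limma, and Axin2 had 5.33 (adjusted p = 3.7e-10). Between AT-20 and A-36 12 Wnt targets were lower and 1 higher, with Sp5, a transcription factor, at -3.61 (adjusted p = 9.37e-06). Between the same groups 23 of 28 squamous genes were higher, with Sprr1a, a cornified envelope protein, at 5.43 (adjusted p = 3.33e-07). The difference of Sprr1a between double and single mutants, which also differ in age, changed between the models by -4.96 (adjusted p = 8.13e-05, limma). Genes of the Sprr family are similar in sequence.

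Immune and stromal markers differed between double and single mutants, which also differ in age. Between PT-11 and P-22 S100a9, a neutrophil calcium-binding protein, had 3.49 (adjusted p = 3.56e-06) and the neutrophil growth factor gene Csf3 3.15 (adjusted p = 2.85e-07), while the T cell gene Cd3g had -2.41 (adjusted p = 1.28e-06). Of 13 macrophage markers 10 were lower in AT-20 than in A-36, and of 10 lymphocyte markers 7. AT-20 libraries spread widely: the mean log2 level relative to WT was 2.51 to 4.33 for macrophages and -0.20 to 2.30 for lymphocytes. In A-36 these levels were 4.43 to 4.67 and 2.60 to 3.26. Of 22 inflammatory genes 12 were higher between PT-11 and P-22. Smooth muscle markers were lower than in WT for 9 of 10 in PT-11, 10 in A-36 and 8 in AT-20, with Myh11 at -4.23 (adjusted p = 3.62e-05) between PT-11 and P-22. Skeletal muscle markers were lower for all 8 of 8 in A-36. Of 9 prostate secretory genes 7 were lower between PT-11 and P-22.

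TGF-beta target genes were mostly higher than in WT in the 4 older groups. Of 21 TGF-beta target genes 15 were higher in P-22, 21 in PT-11, 20 in A-36 and 20 in AT-20 than in WT, and 19 in PT-11 than in P-22. Id1, an inhibitor of differentiation, had 3.21 (adjusted p = 1.74e-07) and Serpine1, which encodes PAI-1, 3.13 (adjusted p = 9.89e-05). Of 12 ligands, receptors and Smads 7 were higher and 3 lower between PT-11 and P-22, with Tgfb1 at 1.33 (adjusted p = 0.000234) and Tgfbr3 at -2.40 (adjusted p = 3.89e-06). Of 18 p53 targets and cell cycle inhibitors 16 were higher and 1 lower between these groups, with Cdkn1a, which encodes p21, at 3.04 (adjusted p = 7.11e-08), and between AT-20 and A-36 10 were higher, with Cdkn2a at 3.32 (adjusted p = 4.1e-06). Of 17 genes of epithelial junctions and identity 9 were higher between AT-20 and A-36, with desmoplakin (Dsp) at 2.17 (adjusted p = 2.18e-05), and 8 were lower in A-36 than in WT. Of 19 androgen response genes 11 were lower and 5 higher between PT-11 and P-22, with Zbtb16 at -3.75 (adjusted p = 2.03e-08). Of 5 urothelial markers 1 was higher and 1 lower in PT-11 than in WT, of 4 adipocyte markers 1 was higher, of 5 erythroid markers 1 was lower and 0 higher, and of 6 seminal vesicle genes 4 were higher in PT-8 and 0 in PT-11. Of 5 Schwann cell markers 1 was higher and 2 lower in PT-11 than in WT. Of the 3 deleted genes 1 was higher and 1 lower in P-22 than in WT.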
